# Morpholino-driven blockade of Dkk-1 in osteosarcoma inhibits bone damage and tumour expansion by multiple mechanisms

**DOI:** 10.1038/s41416-022-01764-z

**Published:** 2022-03-11

**Authors:** Simin Pan, Michael Cesarek, Carla Godoy, Cynthia M. Co, Catherine Schindler, Kelbi Padilla, Andrew Haskell, Heather Barreda, Christopher Story, Roy Poole, Alan Dabney, Carl A. Gregory

**Keywords:** Bone cancer, Target validation

## Abstract

**Background:**

Osteosarcoma (OS) is the most common primary bone malignancy. Chemotherapy plays an essential role in OS treatment, potentially doubling 5-year event-free survival if tumour necrosis can be stimulated. The canonical Wnt inhibitor Dickkopf-1 (Dkk-1) enhances OS survival in part through upregulation of aldehyde-dehydrogenase-1A1 which neutralises reactive oxygen species originating from nutritional stress and chemotherapeutic challenge.

**Methods:**

A vivo morpholino (DkkMo) was employed to block the expression of Dkk-1 in OS cells. Cell mitosis, gene expression and bone destruction were measured in vitro and in vivo in the presence and absence of doxorubicin (DRB).

**Results:**

DkkMo reduced the expression of Dkk-1 and Aldh1a1, reduced expansion of OS tumours, preserved bone volume and architecture and stimulated tumour necrosis. This was observed in the presence or absence of DRB.

**Conclusion:**

These results indicate that administration of DkkMo with or without chemotherapeutics can substantially improve OS outcome with respect to tumour expansion and osteolytic corruption of bone in experimental OS model.

## Background

Osteosarcoma (OS) is the most common primary bone malignancy. Particularly common in paediatric patients, it accounts for ~9% of paediatric cancer deaths [1]. The current standard of care for treating OS is surgery with chemotherapy [2]. Chemotherapeutic strategies for treating osteosarcoma generally include methotrexate, doxorubicin (DRB) and cisplatin [2]. These agents play a positive role in OS treatment, with a reported increase in 5-year event-free survival from 20–40% (surgery alone) to 50–90% with the successful chemotherapeutic intervention [3]. These survival rates can be stratified into responders with greater than 90% tumour necrosis after neoadjuvant therapy versus the remainder, who have 5-year event-free survival rates of 90% and 50–60%, respectively [3]. In spite of the benefits, long-term chemotherapy results in side effects that can be catastrophic to patients’ health and quality of life [4–6]. Many patients also experience pain and immobility as a result of osteolytic bone lesions (OLs), which occur due to excessive bone resorption [7]. OLs not only cause significant pain but also increase the risk of fracture and contribute to the vicious cycle between cancer cells, osteoblasts and osteoclasts which provides the ideal environment for tumour propagation [8]. Reducing the dependence on chemotherapy and the OL burden would significantly improve the impact of OS treatment strategies.

High expression of Dickkopf–Wnt-signalling pathway inhibitor-1 (Dkk-1) occurs in various cancers, including multiple myeloma and OS [9–14]. Our previous study found that constitutively high expression of human Dkk-1 in the OS cell line MOSJ-Dkk-1 increases tumour growth rate and bone destruction in mouse models when compared to control lines which manifested tumours primarily as non-osteolytic chondroblastic OS nodules [15]. The observed increase in proliferation and tumorigenicity was found to be due in part to a stress response modulated by enhanced expression of aldehyde-dehydrogenase-1A1 (Aldh1a1). This occurred through inhibition of canonical Wnt signalling (cWnt) by Dkk-1, driving the balance of Wnt signalling in favour of a non-canonical Wnt pathway (ncWnt) which upregulated Aldh1a1 expression through activation of Jun kinase (JNK). Aldh1a1 is a known member of the stress response arsenal, neutralising free radicals from metabolic stressors and chemotherapeutics [15]. The aldehyde-dehydrogenase family has also been implicated as a major driver of chemoresistance and survival in cancer stem cells [16]. Dkk-1 also inhibits cWnt-mediated differentiation of osteoblasts thereby preventing the repair of OLs [12, 15]. Therefore, targeting Dkk-1 in OS tumours could reduce the expansion and survival of tumour cells, increase susceptibility to chemotherapeutics, and restore the capacity of bone to repair itself.

Herein, we demonstrate that through inhibiting Dkk-1 transcription by means of a vivo morpholino (DkkMo), it is possible to (i) reduce the expansion of MOSJ-Dkk-1 tumours in vitro and vivo, (ii) preserve bone volume and architecture in vivo and (iii) stimulate necrosis of the tumour. DkkMo had the capacity to perform these functions in the presence or absence of DRB, and the level of tumour growth inhibition by DkkMo when administered as a single agent was equivalent to that observed by DRB at a high dose. In contrast with DRB, DkkMo did not cause weight loss in mice. RNA sequencing indicated that DkkMo stimulated cell death and necrotic mechanisms in tumours. Collectively, these results indicate that administration of DkkMo in the presence or absence of chemotherapeutics has the capacity to substantially improve outcomes with respect to OS tumour expansion and osteolytic corruption of bone.

## Methods

### Detailed methods are provided in the Supplemental Materials

#### Tissue culture

MOSJ-pLenti cells were generated and cultured as previously described [15].

#### In vivo model of osteolytic OS

Vertebrate animals were utilised in accordance with a protocol approved by the Texas A&M Institutional Animal Care and Use Committee. MOSJ-Dkk-1 cells were employed in the OS xenograft model as described [15].

#### Bone deformation

3D Slicer software was used for bone volume and deformation measurements. Three-dimensional renderings of the tumour-bearing and contralateral fibulae were constructed using the Otsu thresholding method. Model to model distances was calculated with the signed closest point approach.

#### High-throughput RNA sequencing

Samples are sequenced by BGI Genomics (BGI Americas Corp. Cambridge, MA 02142, USA).

#### Neural net programming and utilisation

A U-net architecture based Convolutional Neural Network (CNN) was built using TensorFlow v.2.3.0 [17, 18].

#### Statistics

GraphPad Prism version 8.00 and R for Mac was used for statistical analysis.

## Results

### Blockade of Dkk-1 with a vivo morpholino

Previously we demonstrated that expression of human Dkk-1 by the chondroblastic OS sarcoma cell line MOSJ [19] (MOSJ-Dkk-1 cells) resulted in accelerated tumour growth and an aggressive osteolytic phenotype [15]. Given the role of Dkk-1 in tumour propagation and bone destruction in malignant bone diseases, we hypothesised that blockade of Dkk-1 could have a dual role in the inhibition of bone destruction and tumour expansion. Immunoblockade of Dkk-1 has been successfully achieved in multiple myeloma [20] and OS [21], but systemic Dkk-1 levels can be substantial [10, 12], requiring large doses of antibodies. As such, blockade of Dkk-1 transcription may represent a more efficient approach.

To facilitate in vivo delivery and biodistribution of the blocking nucleotide, vivo morpholino technology was chosen, and a custom vivo morpholino targeting the 25 nucleotides at the 5’ end of the cDNA was designed by Gene tools LLC, hereafter referred to as DkkMo (Fig. 1a). As a control, a vivo morpholino was designed with five mismatches (scrMo). DkkMo (but not scrMo) dose-dependently reduced secretion of Dkk-1 by MOSJ-Dkk-1 cells (Fig. 1b). In contrast with MOSJ-Dkk-1 cells, MOSJ-pLenti cells that do not express high levels of Dkk-1 have a slower rate of proliferation (Fig. 1c) and are sensitive to confluence and nutritional stressors [15]. MOSJ-Dkk-1 cells survive for extended durations under these conditions, but exposure to DkkMo negated this capability (Fig. 1d). Loss of Dkk-1 through the addition of DkkMo also reduced the rate of proliferation of MOSJ-Dkk-1 cells (Fig. 1e, f). The normalisation of Dkk-1 to cell number confirmed that reduced cell counts did not account for the reduced Dkk-1 output (Fig. 1g).

**Fig. 1:**
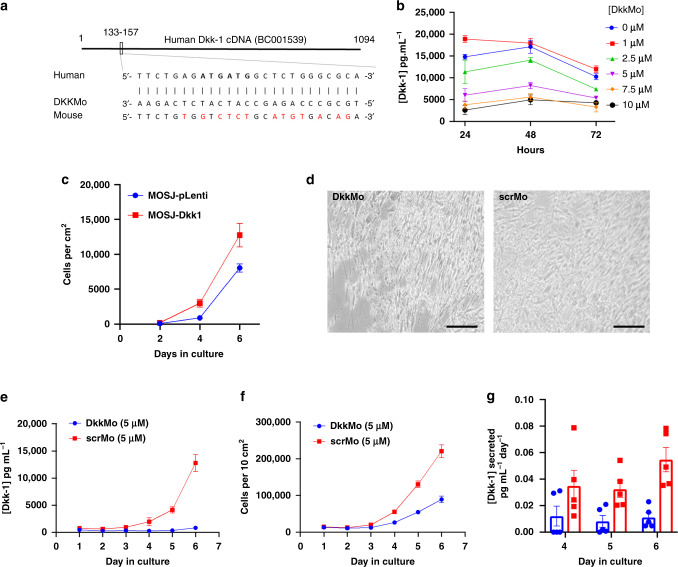
DkkMo blocks Dkk-1 expression by MOSJ-Dkk-1 cells resulting in inhibition of expansion in vitro. **a** Target sequence of DkkMo, position on the Dkk-1 mRNA and comparison with the mouse orthologue. **b** DkkMo dose-dependently reduces the secretion of Dkk-1 by MOSJ-Dkk-1 cells (*n* = 4). **c** Expansion of MOSJ-Dkk-1 cells compared to control MOSJ-pLenti cells that do not express Dkk-1 (*n* = 3). **d** DkkMo inhibits resistance to nutritional stress caused by extended durations of confluent culture. **e** Dkk-1 secretion by MOSJ-Dkk-1 cells in the presence of DkkMo or scrMo during expansion in culture (*n* = 5). **f** Cell expansion in the presence of DkkMo or scrMo over time in culture (*n* = 5). **g** Dkk-1 secretion normalised to cell number (legend as panels **e** and **f**).

### DkkMo reduces Aldh1a1 production and disrupts stress response and survival pathways

In MOSJ-Dkk-1 OS cells, Dkk-1 triggers a stress response pathway by inhibition of cWnt signalling, activating a ncWnt pathway that facilitates JNK/Jun mediated expression of Aldh1a1 [15]. Aldh1a1 is one of the major aldehyde dehydrogenases (ALDH) responsible for the neutralisation of reactive oxygen species (ROS) that occur when cells are under nutritional and chemotherapeutic stress [22–25], and Aldh1a1 enhances chemoresistance, metastasis and tumour initiator capability [22, 26–29]. It was therefore hypothesised that inhibition of Dkk-1 with DkkMo may increase susceptibility to nutritional and chemotherapeutic stressors by reducing the expression of Aldh1a1. To test the effect of DkkMo on Aldh1a1 expression, MOSJ-Dkk-1 cells were exposed to 5 μM DkkMo for 4, 6 and 9 days and Aldh1a1 transcription was assayed by quantitative RT-PCR (qRT-PCR). At each timepoint, DkkMo reduced Aldh1a1 transcription to levels observed in MOSJ-pLenti cells (Fig. 2a).

**Fig. 2:**
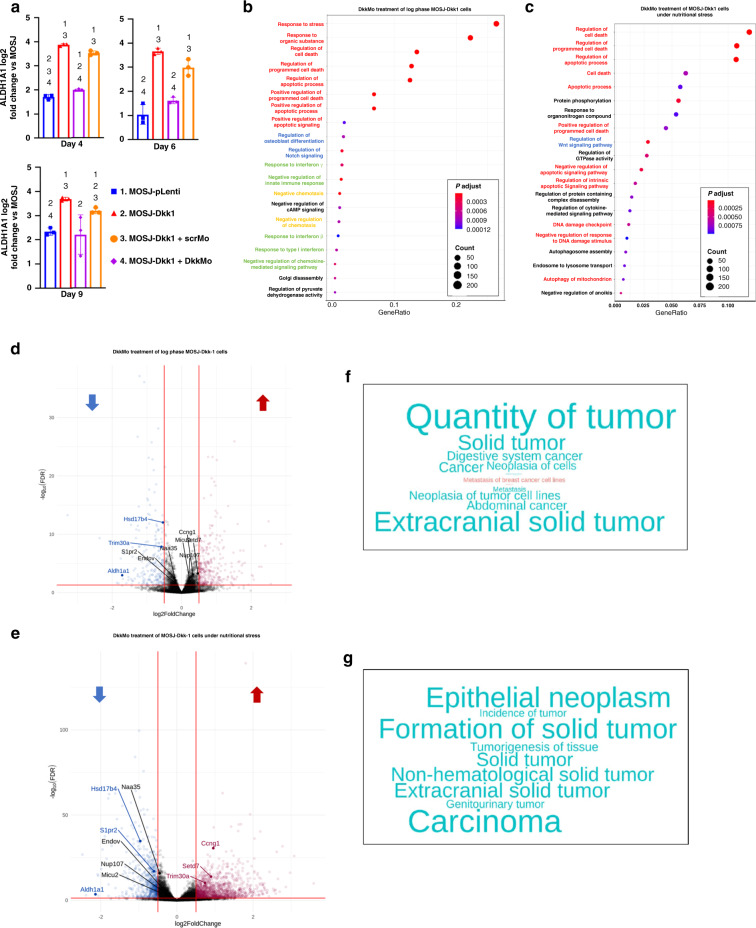
DkkMo blocks Aldh1a1 transcription, stress response and cell expansion pathways in MOSJ-Dkk-1 cells in vitro. **a** Transcription of Aldh1a1 as measured by qRT-PCR by MOSJ-Dkk-1 cells in the presence of DkkMo and scrMo (*n* = 3). Numbering over a given measurement indicates those conditions where measurements differ with *P*adj < = 0.05. **b** Gene ontology term enrichment analysis of RNA sequencing data with a comparison between DkkMo and scrMo treatment of MOSJ-Dkk-1 cells undergoing rapid proliferation (*n* = 3). Red font refers to gene ontologies that relate to cell death and survival, blue refers to osteogenic differentiation, green refers to immunoregulation and yellow refers to chemotaxis. **c** As panel **b**, but under extended durations of nutritional stress. **d** Volcano plot of DE genes after comparison of MOSJ-Dkk-1 cells at log phase of growth in presence of DkkMo (10 μM) or scrMo. Sequences that represent both DE and hub genes are labelled. **e** As panel **d**, but with MOSJ-Dkk-1 cells subjected to extended confluence under nutritional stress. **f** Word cloud summarising IPA results using DE gene lists from the comparison of MOSJ-Dkk-1 cells at log phase of growth in presence of DkkMo or scrMo. The words represent functional categories, the size of the font represents the size of the group, red and blue font represents upregulated and downregulated sequences respectively. **g** As panel **f**, but with MOSJ-Dkk-1 cells subjected to extended confluence under nutritional stress.

To gain broader insight into the effects of Dkk-1 blockade, MOSJ-Dkk-1 cells at logarithmic and confluent phases of growth were exposed to DkkMo for 6 days and mRNA was recovered for high-throughput RNA sequencing (HTS). 

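MOSJ-Dkk-1 cells are mouse osteosarcoma cells that ectopically express human Dkk-1. Cultures in the log phase of growth and confluent cultures under nutritional stress were each treated with DkkMo, a morpholino directed against Dkk-1, with scrMo, a morpholino of scrambled sequence, or with no morpholino (NT). Each of the 6 groups had 3 libraries, taken as 3 replicate cultures. Of the NT libraries under nutritional stress, 2 carry the same number in their titles, and whether they are separate cultures is not known. The authors aligned the reads to the mouse genome GRCm38, counted them per gene, divided the counts of each library by its size factor and applied the variance-stabilising transformation of DESeq2, and deposited the resulting values on the log2 scale. This transformation compresses the differences of genes with few reads, and a gene without reads in a library has the value 7.2. Reversing it gave whole numbers of reads. Between 25.9 and 44.8 M reads (megareads) per library lay on the listed genes. The range was 29.8 to 32.7 M for DkkMo, 28.2 to 33.0 M for scrMo and 33.8 to 44.8 M for NT in log phase. Under nutritional stress it was 27.5 to 31.4 M, 25.9 to 35.5 M and 34.9 to 40.5 M, respectively. Spearman correlations across genes between replicates of a group lay between 0.992 and 0.998, although genes are not independent replicates. Of the 16576 genes listed, 16562 were tested, all of which had reads in at least 3 libraries. The 14 rows left out spanned more than 6 units within a group. Log2 fold changes are differences between group means of the deposited values, tested with limma in one model of all 18 libraries with a trend of the variance on the mean. A gene was counted as DE when its Benjamini-Hochberg adjusted p was below 0.05 and its change exceeded 1.5-fold. For a single gene, an exact permutation test of 3 against 3 cultures cannot give a two-sided p below 0.1. In simulated data with the means and variances of these libraries, the same test recovered 75 of 100 genes changed 2-fold and 94 of 100 changed 4-fold in log phase, and 81 and 96 of 100 under nutritional stress. With no gene changed, 0 genes were called and 5.24% and 5.42% of genes had an unadjusted p below 0.05. The simulated genes varied independently of one another, so these shares do not show calibration for cultures that deviate as a whole.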

The rationale for these culture conditions was to induce stress through mitosis or starvation, respectively. 

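In log phase, 326 genes were DE between DkkMo-treated and scrMo-treated cultures, 275 of them upregulated and 51 downregulated. Under nutritional stress, 166 genes were DE, of which 85 were upregulated and 81 downregulated. The values of the 3 DkkMo cultures and the 3 scrMo cultures did not overlap for 26.9% of all genes in log phase and 44.9% under nutritional stress, against 10% by chance. Among DE genes without overlap, the largest rises in log phase were those of Txnip, with a log2 fold change of 2.78 (standard error 0.28, adjusted p = 1.88e-06 from limma), Acta2, with 2.43 (standard error 0.15, adjusted p = 3.35e-08), and Cbr2, with 2.18 (standard error 0.20, adjusted p = 6.58e-07). The largest falls were those of the mitochondrial ribosomal RNAs mt-Rnr2, with -1.32 (adjusted p = 3.70e-07), and mt-Rnr1, with -1.10 (adjusted p = 9.60e-07), and of Cth, with -1.07 (adjusted p = 6.50e-07). Under nutritional stress, Parvg rose by 1.34, mt-Ts1 by 1.20 and Tmem132b by 1.15, with adjusted p values of 2.63e-10, 3.25e-09 and 4.49e-10. The mitochondrial transcripts mt-Tp, mt-Rnr1 and mt-Rnr2 fell by 3.82, 3.67 and 3.42, with adjusted p values of 7.36e-16, 8.59e-15 and 5.95e-14. In a comparison with NT in place of scrMo, chosen after the data were seen, these mitochondrial changes had the opposite sign. Against NT, mt-Rnr2 rose by 0.87 and mt-Rnr1 by 0.58 in log phase. Under nutritional stress, mt-Rnr2 rose by 1.08, mt-Rnr1 by 0.67 and mt-Tp by 0.31, and mt-Ts1 fell by 0.74. Against NT, 137 genes were DE in log phase and 441 under nutritional stress. The DE genes against both controls that changed in the same direction numbered 32 and 33. The replicate cultures are numbered, and after removal of the group means the log phase DkkMo and scrMo cultures of the same number had correlations across genes between -0.0487 and 0.624, with a mean of 0.382, against a mean of -0.18 for cultures of different numbers. With the replicate number as a block in limma, 316 genes were DE in log phase, all of them among the 326. The settings with both thresholds that moved the number of DE genes most were the log2 of the normalized count plus 1, which does not compress small counts and gave 1158 DE genes in log phase and 891 under nutritional stress, and limma voom on the recovered reads, chosen after the data were seen, which gave 1136 and 918. Without the fold threshold, 3890 and 3464 genes passed the adjusted p.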

Differentially expressed (DE) sequences (by > 1.5-fold) between DkkMo-treated and scrMo-treated cultures were (Supplemental Table 1) categorised based on gene ontology (GO) term enrichment analysis. The DE lists were first compared to genes known to be upregulated by cWnt signalling curated by the Nusse group [https://web.stanford.edu/group/nusselab/cgi-bin/wnt/target_genes] to examine whether DkkMo had the expected effect of upregulating genes known to be activated by cWnt. 

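The members of the curated list are not printed in the paper, so a list of 60 canonical Wnt target genes was drawn up before the data were examined, and 40 of them had a value in the cultures. In log phase, 5 of the 275 upregulated genes were on this list, against 0.664 expected from the 16562 genes tested (Fisher's exact test, two-sided, odds ratio 8.60, p = 4.98e-04). The p adjusted over the 4 overlaps tested, those of the upregulated and the downregulated genes in each culture condition, was 0.00199. The 5 genes were Birc5, Ccn1, Ccn4, Ccn5 and Jun, with log2 fold changes of 0.61, 0.72, 0.69, 1.51 and 0.60. None of the 51 downregulated genes was on the list (p = 1, Fisher's exact test). With one culture left out in turn, the p of the upregulated overlap from Fisher's exact test lay between 7.84e-04 and 0.0876, and with the replicate block it was 4.20e-04. Across all 40 genes of the list the median log2 fold change was 0.05, and limma's camera, a test of the whole list against all other genes, gave an adjusted p of 0.101 over 76 tests of 19 lists in 4 comparisons. With each library centred on its median over the genes tested, the median of the list was -0.01. Against NT, 0 of 85 upregulated genes were on the list (p = 1, Fisher's exact test).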

For MOSJ-Dkk-1 cells in the log phase of growth, genes upregulated by DkkMo treatment shared composition with genes known to be upregulated by cWnt signalling with a false discovery-rate-adjusted *P* value of < = 0.018 whereas the list of downregulated genes compared to the same list was not significant (*P*adj > 0.5). These results indicate that the result of blocking Dkk-1 by DkkMo results in the predictable outcome of upregulation of cWnt signalling. DE genes upregulated under confluent conditions did not exhibit the same degree of similarity to Wnt upregulated genes, presumably due to noise attributed to massive upregulation of apoptotic and stress pathways that occurred with the starvation of the confluent monolayers.

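Under nutritional stress, 0 of the 85 upregulated genes were on the list of canonical Wnt targets, against 0.205 expected (Fisher's exact test, two-sided, p = 1). Among the 81 downregulated genes, 1 was on the list, Vegfa, with a log2 fold change of -0.71 (p = 0.178, adjusted p = 0.357, Fisher's exact test). For the list as a whole, limma's camera gave an adjusted p of 0.424. The difference in the effect of DkkMo between the culture conditions, tested as an interaction, had a median of -0.14 over the list (adjusted p = 0.0146 from limma's camera over the 19 lists of this contrast). With NT in place of scrMo the same median was -0.038. Against NT, a choice made after the data were seen, 1 of 186 upregulated genes (p = 0.364) and 4 of 255 downregulated genes (p = 0.00325) were listed, by Fisher's exact test.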

In both culture conditions, the greatest degree of DE gene enrichment occurred in GO-term lists related to stress response, programmed cell death, and response to chemical stimuli (Fig. 2b, c). 

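The gene members of the ontology terms are not printed in the paper. Lists of genes for each process, written before the data were examined, were tested in their place. Limma's camera was used, at an inter-gene correlation of 0.01. It tests for a shift in one direction, so that rises and falls within a list offset each other, unlike enrichment among DE genes. With the correlation estimated for each list, fewer lists passed an adjusted p of 0.05 in log phase. In log phase, 34 of 38 listed stress response genes had a value, and their median log2 fold change was -0.24, with 25 of 34 lower under DkkMo than under scrMo (adjusted p = 5.84e-04). Pdk1 was upregulated past both thresholds, and Atf3, Chac1, Hspa1b, Hspb1 and Hsph1 were downregulated. Under nutritional stress the median was -0.02 (adjusted p = 0.853), with 17 genes higher and 17 lower. There, Dnajb1, Hspa1b, Hspb1 and Hsph1 were upregulated, by 0.68, 0.85, 0.77 and 0.79, and Ddit3 and Nqo1 were downregulated, by -0.79 and -0.76, as was Vegfa. For the cell death list, 56 of 63 genes had a value, and their median was 0.03 in log phase (adjusted p = 0.424) and -0.03 under nutritional stress (adjusted p = 0.276). The DE genes on it were Casp12, with 0.66, and Txnip in log phase, and Cflar, with 0.64, and Ddit3 under nutritional stress. Against NT, the median of the stress response list was 0.09 in log phase (adjusted p = 0.102) and 0.04 under nutritional stress, and that of the cell death list was 0.05 (adjusted p = 0.00746) and 0.11.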

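In log phase, 12 of 22 listed chemokine genes had a value. Their median log2 fold change was 0.50, 9 of the 12 were higher under DkkMo than under scrMo, and camera gave an adjusted p of 0.00509. The DE genes among them were Cxcl5, which rose by 2.08, Ppbp by 0.90, Ccl9 by 0.84, Cx3cl1 by 0.76, Ccl2 by 0.63 and Cxcl1 by 0.61. Of 24 osteogenic genes, 17 had a value, with a median of 0.15 and 13 of 17 higher (adjusted p = 0.0112). Col1a1, Col1a2 and Sparc were DE, with rises of 1.29, 1.00 and 0.84. Of 40 interferon-stimulated genes, 38 had a value, with a median of 0.54 and 36 of 38 higher (adjusted p = 1.56e-21), and 18 of them were DE. The adjusted p values of these lists assume an inter-gene correlation of 0.01, and fewer lists passed in log phase with correlations estimated for each. The interferon list had the opposite sign with NT as the control, where its median was -0.42, and scrMo itself lowered it against NT by a median of -1.12. Against NT the chemokine list kept its direction, with a median of 0.26 (adjusted p = 4.26e-04), and the osteogenic list had a median of 0.04 (adjusted p = 0.956). Under nutritional stress, against scrMo, the medians of the chemokine and osteogenic lists were -0.17 (adjusted p = 0.374) and -0.01 (adjusted p = 0.918). The interferon list was lower there, with a median between -0.19 and -0.13 with each culture left out in turn.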

In the case of rapidly dividing cells, GO terms related to chemotaxis, osteogenesis and immune-chemokines were also represented (Fig. 2b). Co-expressed, functionally related gene modules were also calculated from the dataset and hub genes with the highest degree of connectivity within each module identified (Supplementary Fig. S2). 

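The modules and hub genes were not recomputed, and the 10 genes labelled in Fig. 2d and 2e were taken as the paper gives them, so their changes show no stability of the paper's calls. All 10 had a value. In log phase, 7 of the 10 passed an adjusted p of 0.05 over all genes, 10 passed it when adjusted over the 10 genes alone, and none exceeded 1.5-fold. Their median was 0.13, and -0.17 with NT as the control. Their log2 fold changes ranged from -0.36 for Aldh1a1 to 0.50 for Trim30a, with 6 higher and 4 lower under DkkMo than under scrMo. Under nutritional stress, 9 passed over all genes and 10 over the 10 alone, 8 were lower, and the median was -0.30 (adjusted p = 1.08e-04). Only Hsd17b4 also exceeded the fold threshold.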

Hub genes were plotted on volcano plots to visualize potential overlap between lists of DE genes (Fig. 2d, e). In response to DkkMo, Aldh1a1 was downregulated in both culture conditions and was identified as a hub gene, further supporting the close relationship between Dkk-1 and Aldh1a1. 

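Aldh1a1, which encodes a retinaldehyde dehydrogenase, lies on chromosome 19 of GRCm38 from 20492715 to 20643465. In log phase its log2 fold change between DkkMo and scrMo was -0.36 (standard error 0.06, adjusted p = 1.53e-04 from limma), below the 1.5-fold threshold on the variance-stabilised scale. The gene had few reads, between 7 and 10 per DkkMo library and between 31 and 38 per scrMo library, which is where the transformation compresses differences. Its normalized counts were 8.73 ± 2.13 (SD, n = 3) with DkkMo and 36.6 ± 1.61 (SD, n = 3) with scrMo. On the log2 of the normalized count plus 1, the change was -1.97 (adjusted p = 2.62e-04). Under nutritional stress the log2 fold change was -0.37 (adjusted p = 1.30e-04), with 2 to 6 reads per DkkMo library and 18 to 31 per scrMo library. Normalized counts were 4.17 ± 1.90 (SD, n = 3) and 27.4 ± 11.5 (SD, n = 3), and the change on the scale of normalized counts was -2.44 (adjusted p = 3.14e-05). In both culture conditions every DkkMo culture lay below every scrMo culture (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). With each culture left out in turn, the log2 fold change stayed between -0.39 and -0.35 in log phase and between -0.43 and -0.30 under nutritional stress. With the replicate block, the adjusted p in log phase was 0.00922. Against NT, the change was -0.28 (adjusted p = 0.00369) in log phase and -0.27 (adjusted p = 8.88e-04) under nutritional stress. The difference between the culture conditions was -0.01 (adjusted p = 0.964).

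**Figure D1:**
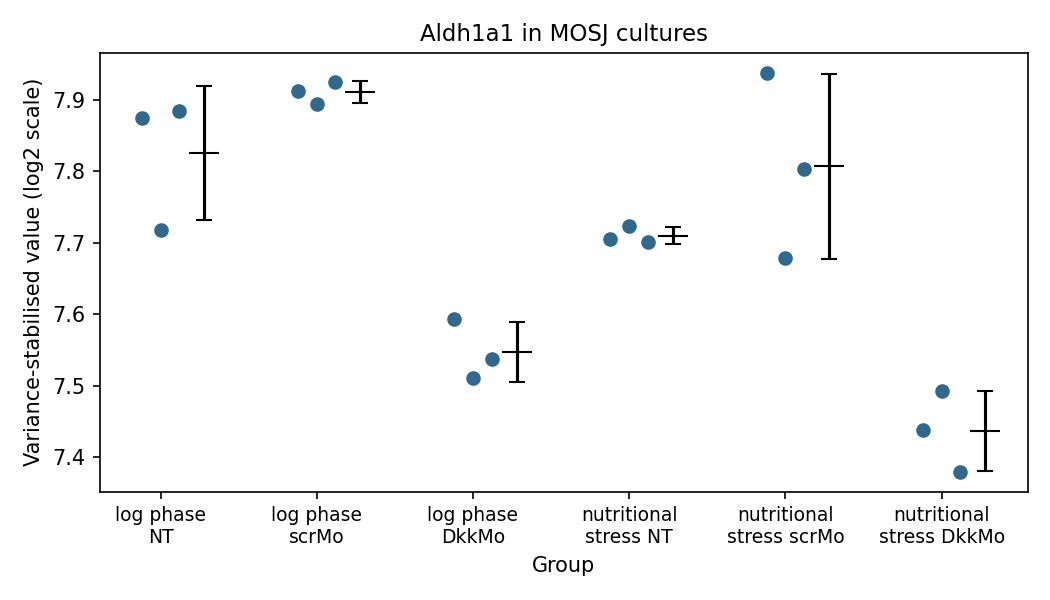
Variance-stabilised values (log2 scale) of Aldh1a1 in the 18 culture libraries, by culture condition and treatment. Each point is a library and each bar the mean ± SD of 3 libraries, and the 3 DkkMo libraries of each culture condition lie below the scrMo libraries.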

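Hsd17b4 lies on chromosome 18 of GRCm38 from 50128201 to 50196269. In log phase, its normalized count was 1242 ± 48.7 (SD, n = 3) with DkkMo and 1502 ± 133 (SD, n = 3) with scrMo, a log2 fold change of -0.23 (standard error 0.05, adjusted p = 0.00416 from limma), which is under the 1.5-fold threshold. Under nutritional stress it was 584 ± 4.77 (SD, n = 3) and 1161 ± 70.5 (SD, n = 3), a log2 fold change of -0.75 (adjusted p = 1.09e-08), past both thresholds. The fall was larger under nutritional stress by -0.53 (adjusted p = 7.34e-05 for the interaction). Against NT, the changes were -0.46 and -0.73.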

Hsd17b4, encoding 17β-hydroxysteroid dehydrogenase/D-3-hydroxy acyl-CoA dehydrogenase also met these criteria [30]. Dkk-1 did not appear in DE gene lists because the ectopically expressed Dkk-1 was of human origin and comparisons were made against a murine reference genome. Ingenuity Pathway Analysis (IPA) was performed on DE datasets to identify differentially regulated processes in response to Dkk-1. For both culture conditions, DkkMo treatment downregulated genes involved in tumour expansion (Fig. 2f, g). These data indicate that Dkk-1 blockade by DkkMo disrupts mitotic and survival pathways involved in the expansion of MOSJ-Dkk-1 cells and provides strong support for the role of Aldh1a1 in this process.

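The genes behind the functional categories of Fig. 2f and 2g are not printed in the paper. Of 40 cell cycle genes on a list drawn up before the data were examined, 38 had a value. In log phase their median log2 fold change between DkkMo and scrMo was 0.58, with 37 of 38 higher with DkkMo (adjusted p = 1.56e-21). Of these genes 19 were DE, and 34 passed an adjusted p of 0.05 over all genes and 36 over the list alone. Against NT the median was 0.14, with 36 of 38 higher (adjusted p = 1.71e-05) and 0 DE, while scrMo lowered the list against NT by a median of -0.42. Under nutritional stress, the median between DkkMo and scrMo was 0.05, with 28 of 38 higher and 0 DE (adjusted p = 0.295). The difference between the culture conditions had a median of -0.50, which was -0.07 with NT in place of scrMo. From its data on these cultures, the paper infers that blockade of Dkk-1 disrupts mitotic and survival pathways in the expansion of these cells, and takes the same data as strong support for a part of Aldh1a1 in it.

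**Figure D2:**
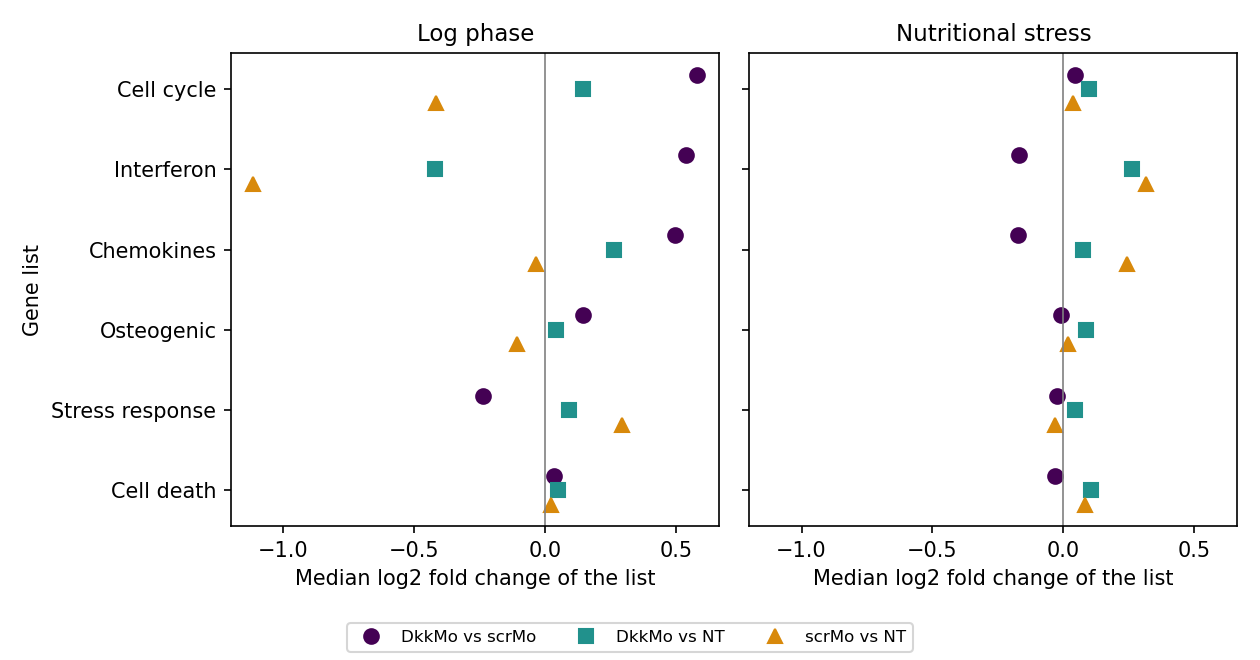
Median log2 fold change of the genes of 6 lists, for DkkMo against scrMo, DkkMo against NT and scrMo against NT, in log phase and under nutritional stress. The cell cycle list in log phase stands at 0.58 against scrMo and 0.14 against NT, and the interferon list changes sign between the 2 controls.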

#### Dkk-1 desensitises MOSJ cells to DRB

DRB is used for the treatment of OS [3], and chemoresistance to DRB in OS has been attributed to elevated ALDH activity [22, 31]. This observation is not surprising, given that one mechanism of DRB is the generation of ROS which destroys tumour cells [32]. We hypothesised that Dkk-1 expression and associated Aldh1a1 levels could increase resistance to DRB, and the blockade of Dkk-1 by DkkMo could reverse this. Identical cultures of rapidly expanding MOSJ-Dkk-1 and MOSJ-pLenti cells were exposed to DRB at doses ranging from 10^−2^ to 10^−8 ^M over 10 days and IC_50_ values were calculated (Fig. 3a, c). The IC_50_ of DRB was higher in MOSJ-Dkk-1 cells at all time points with the greatest reduction in IC_50_ occurring at day 4 for both cell lines (Fig. 3a). The day-4 timepoint corresponded to the initiation of the rapid logarithmic phase of growth (Fig. 3b, plot) and the difference between the IC_50_ in MOSJ-Dkk-1 cells versus MOSJ-pLenti cells was greatest at this point (Fig. 3b, bars). It was therefore hypothesised that Dkk-1 blockade by DkkMo could increase the effectiveness of DRB during periods of rapid mitosis. This was tested by exposure of cultures of proliferating MOSJ-Dkk-1 cells to combinations of DRB (at IC_50(day4)_) and DkkMo (2.5 and 5.0 μM) for 2, 4, 6 and 9 days. DRB alone killed approximately half of the cells, but in the presence of 5.0 μM DkkMo, this rate increased to approximately 100% at all time points (Fig. 3d). DkkMo at 5.0 μM also possessed an intrinsic capacity to reduce the accumulation of MOSJ-Dkk-1 cells to a degree comparable to DRB alone. DkkMo at a dose of 2.5 μM exhibited similar activity, but this was confined to day-4 cultures. These data demonstrated that DkkMo could inhibit the expansion of MOSJ-Dkk-1 cells and significantly sensitised the cells to DRB.

**Fig. 3:**
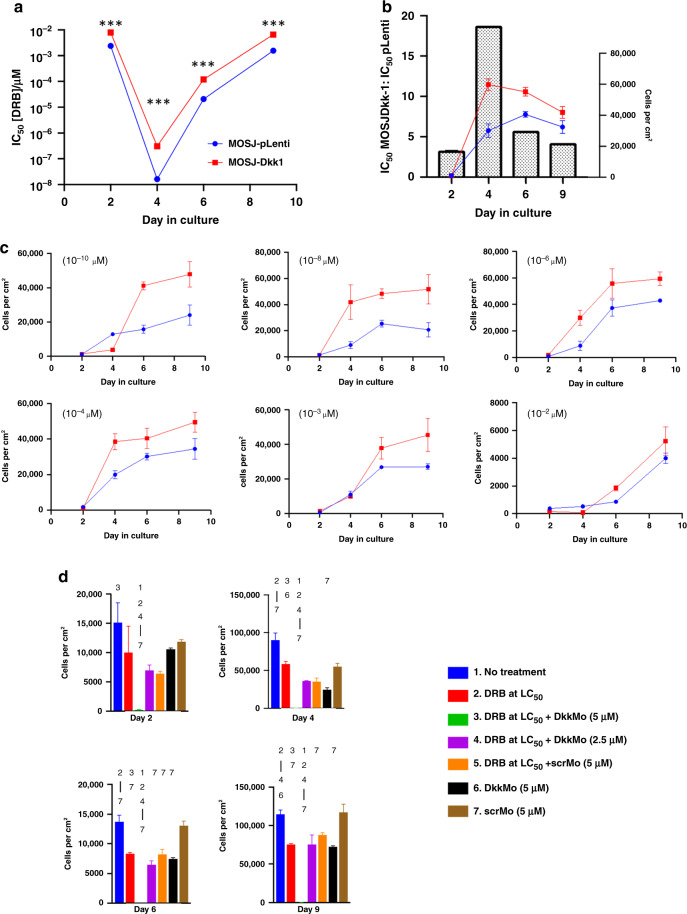
Dkk-1 enhances resistance to challenge with DRB. **a** IC_50_ calculations on MOSJ-Dkk-1 and MOSJ-pLenti cells treated with various doses of DRB by time in culture. **b** Plot (bars) of the ratio of IC_50_ MOSJ-Dkk-1 cells to MOSJ-pLenti cells when compared to the rate of expansion (lines). The greatest difference between the IC_50_ values occurs during the highest rate of cell division. **c** Growth curves of MOSK-Dkk-1 cells and MOSJ-pLenti cells in the presence of various concentrations of DRB. **d** MOSJ-Dkk-1 cell yields after treatment with DkkMo, scrMo, DRB or combinations. Numbering refers to conditions where measurements differ with *P*adj < = 0.05. *P*-values were calculated by the ratio-based test against a change in persistence method [70].

#### DkkMo inhibits MOSJ-Dkk-1 tumour expansion and induces necrosis in vivo

Fluorescently labelled (dsRed) MOSJ-Dkk-1 OS were initiated in hindlimbs of immune-deficient nude mice followed by administration of DRB (5 mg kg^−1^), DkkMo (12.5 mg kg^−1^), or combination, by intraperitoneal injection every 48 h. The DRB dose was the highest that could be administered without significantly affecting survival (Supplementary Fig. S1A). Since scrMo had no effect on MOSJ-Dkk-1 cells in vitro, and the systemic effects of the backbone morpholino are negligible [33, 34], control (no treatment) mice received saline only. Tumour expansion was followed by measurement of fluorescent intensity normalised to time = 0 (Fig. 4a, b). In each case, the slopes (representing growth rate) were compared using a mixed model for repeated measures (MMRM) approach (Fig. 4b and Supplementary Fig. S1B). Combination therapy and DkkMo alone reduced the rate of tumour expansion as compared to the untreated control group but co-administration of DRB did not appear to improve the effect of DkkMo. The lack of observed synergy or additive contribution between DRB and DkkMo could result from DRB stimulating Aldh1a1 through an alternate pathway, but DRB alone did not increase Aldh1a1 transcription even though endogenous murine Dkk-1 was slightly upregulated (Supplementary Fig. S1C–E). It is also noteworthy that DkkMo administration did not affect the weight of the mice, whereas DRB toxicity resulted in significant weight loss (Fig. 4c). After 2 weeks of treatment, hindlimbs harbouring tumours were dissected and stained with Lugol’s iodine contrast agent. Upon inspection of the scans, radiodense patches were observed in the tumour masses that were more prevalent in tumours that received DkkMo and combination treatment (Fig. 4d, arrowed). A convolutional neural network algorithm (CNNA) was trained to segment the tumour and the radiodense patches on the axial reconstructions (Fig. 4d and Supplementary Fig. S3). When the CNNA was employed to measure the volume of radiodense structures in all tumour specimens and normalise this to total tumour volume, there was a significant increase in tumours that were treated with DkkMo or combination (Fig. 4e and Supplementary Fig. S3). MOSJ-Dkk-1 tumours consist of a pleomorphic mass of tightly packed fibroblastoid cells that resemble high-grade undifferentiated OS tumours associated with poor prognosis (Supplementary Fig. S4A–C). In contrast, histology of the radiodense structures indicated acellular foci (Fig. 4f and Supplementary Fig. S4D–G, asterisks) that had become infiltrated with a collagenous matrix which stained a characteristic blue with Masson’s trichrome stain (Supplementary Fig. S5). Cells adjacent to the acellular foci often exhibited signs of pyknosis and nuclear fragmentation characteristic of necrosis (Supplementary Fig. S5C). Collectively, the data indicated that the radio-opaque structures were collagenized necrotic foci and that DkkMo not only slowed tumour expansion but also had the capacity to induce tumour necrosis.

**Fig. 4:**
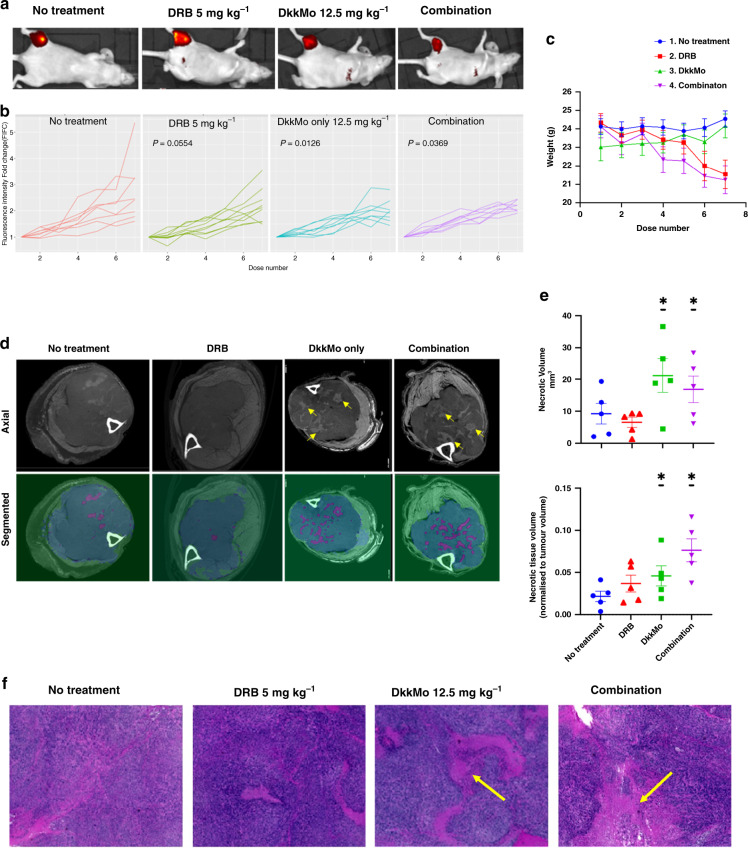
DkkMo administration reduces the rate of expansion of MOSJ-Dkk-1 tumours and causes the generation of necrotic foci. **a** Fluorescent imaging of nude mice harbouring orthotopic tumours of dsRed-labelled MOSJ-Dkk-1 cells. **b** Plots of tumour expansion as a function of fold-change fluorescence intensity. Each line represents a single tumour (*n* = 8–9). *P*-values calculated by mixed-model regression are compared to the no treatment condition. **c** Plots of animal weight throughout the experiment (*n* = 8–9). **d** Axial images (above) of tumours at proximal/distal midpoint indicating larger numbers of radio-opaque foci in the DkkMo-treated conditions (examples, arrowed). Segmentation of the images (below) based on automated recognition by CNNA. Bone (white), soft tissue (green), tumour (blue) and foci (cyan) are indicated. **e** Volumetric measurements of radio-opaque foci using the CNNA (*n* = 5). Volumes per tumour (above) and the volume of necrotic foci normalised to tumour volume (below). The volumes per tumour (above) were analysed by a generalised linear model account for tumour size. The volume of necrotic foci normalised to tumour volume (below) analysed by beta regression (*Padj < 0.05). **f** H- and E-stained sections of tumours indicate that radio-opaque structures are acellular foci of necrotic tissue (examples arrowed).

#### DkkMo reduces bone destruction in vivo

Dkk-1 has the capacity to prevent the bone repair in OLs [10, 12] and MOSJ-Dkk-1 cells generate aggressive and highly osteolytic tumours in mice [15]. To examine whether DkkMo treatment could reduce the osteolytic effects of MOSJ-Dkk-1 cells, bones in the tumour-bearing hindlimbs of mice were scanned by μCT. Qualitative inspection of tibias and fibulas indicated that MOSJ-Dkk-1 tumours caused significant destruction. Superimposition of scanned images of malformed bones onto unaffected contralateral control scans highlighted where, and to what extent, the surface topology of the bone had deviated from the wild-type form. By measuring these deviations, a profile could be generated illustrating the frequency of voxels that had deviated outwards or inwards from the plane of the healthy bone surface. A healthy bone measurement generates a narrow profile, indicating that few voxels deviated from the plane of the contralateral control bone, and if so, by a small degree (Fig. 5a, above). A deformed bone would generate a broader distribution, indicating a surface topology consisting of many voxels above and below the plane of the surface of the contralateral control bone (Fig. 5a, below). When applied to tibial specimens, healthy bones generated the expected narrow profile whereas untreated MOSJ-Dkk-1 bearing tibias demonstrated a high degree of deformation, generating broad profiles with the same true for DRB-treated specimens (Fig. 5b). In contrast, tibias from tumour-bearing mice that received DkkMo or combination therapy generated narrower profiles, indicating less deformation (Fig. 5b). Statistical analysis of the plots demonstrated that when compared to the no treatment group, the DkkMo plots differed in terms of *x* axis positioning (*P*adj = 0.018 with DkkMo, distributions significantly closer to zero) and breadth of the distribution (*P*adj = 0.05 with DkkMo distributions significantly narrower), indicating that DkkMo reduced bone deformation. The same trend was evident for the combination group, but p-values were larger (*P*adj = 0.079 for *x* axis, *P*adj = 0.192 for distribution), suggesting that DRB might hinder the osteoprotective action of DkkMo. MicroCT measurement of the tibias and fibulas further confirmed that DkkMo reduced a tumour-associated drop in bone mineral density (Fig. 5c, left) and absorptive destruction of the bone tissue (Fig. 5c, right). Osteolytic activity of MOSJ-Dkk-1 cells was widespread in untreated and DRB-treated specimens, but this was less apparent in specimens that received DkkMo or combination (Fig. 5d).

**Fig. 5:**
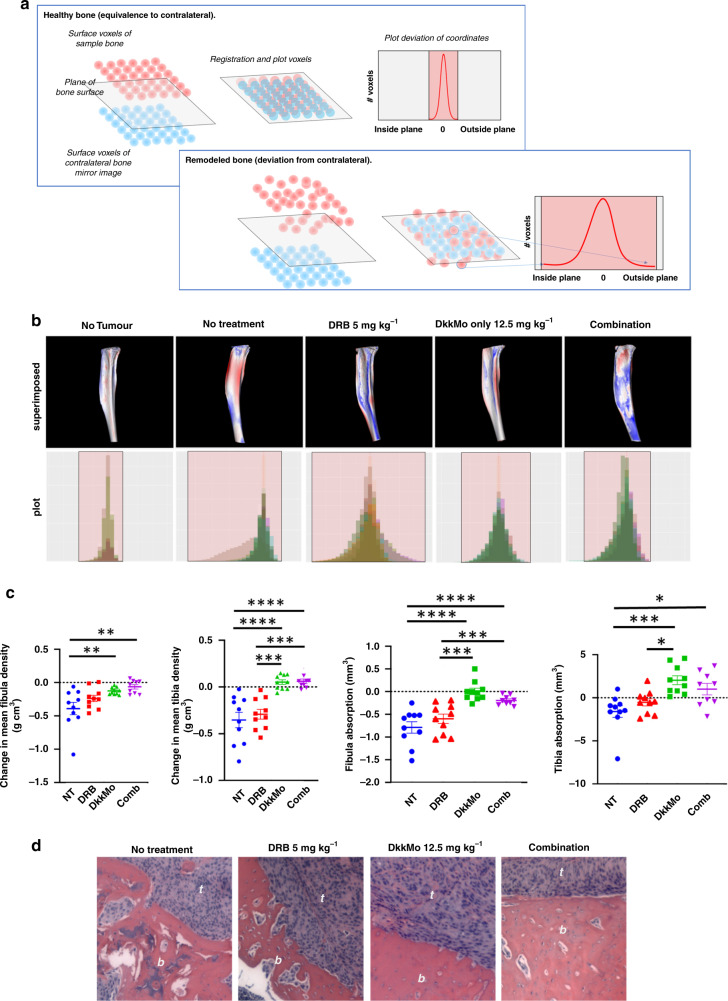
DkkMo administration reduces the rate of bone destruction by MOSJ-Dkk-1 tumours. **a** Diagrammatic explanation of the principle of the topological analysis employed to measure bone remodelling. **b** Topological comparisons of tumour-bearing tibiae with unaffected contralateral tibiae demonstrate DkkMo treatment preserves the original shape of the bone tissue. Rendered scans (above) indicate where surface of the tumour-laden tibia is inside (red) or outside (blue) the plane of the surface of the contralateral tibia. Distribution plots (below) with individual samples depicted in shades of brown, grey or green with the maximum width of the distribution depicted in pink. Healthy bones result in narrow distributions whereas damaged bones generate asymmetrical and broad distributions. *P*-values represent statistical comparisons of plots versus no treatment. **c** Bone density for tumour-laden tibiae and femora (leftmost two panels) plotted as deviation from the contralateral measurements. Bone absorption for tumour-laden tibiae and femora (rightmost two panels) plotted as deviation from the contralateral measurements. *P*-values calculated by ANOVA with Tukey multiple comparison tests (*n* = 8). *P*adj < 0.05 = *, *P*adj < 0.01 = **, *P*adj < 0.005 = ***, *P*adj < 0.001 = ****. **d** H- and E-stained sections of tumour bone interfaces indicate reduced bone erosion in DkkMo-treated tumours. The bone (*b*) and tumour (*t*) are labelled in each case.

#### DkkMo modulates proliferative, migratory, survival and immunological processes in vivo

To gain insight into the anti-tumorigenic mechanism of action of DkkMo, tumours were excised and subjected to HTS. 

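Tumours of MOSJ-Dkk-1 cells were taken from mice that received no treatment (NT), DkkMo, doxorubicin (DRB) or DkkMo with DRB (combination), and 4 tumours of each group were sequenced from fixed tissue. The authors processed the reads as for the cultures and deposited a separate table of variance-stabilised log2 values, in which a gene without reads has the value 6.23. Reads on the listed genes ranged from 53.8 to 125 M per tumour for NT, from 85.3 to 106 M for DRB, from 26.9 to 52.1 M for DkkMo and from 28.3 to 41.1 M for the combination. Depth was lower with DkkMo in both comparisons (exact permutation test, two-sided, p = 0.0286). All 12595 genes listed had reads in at least 4 tumours and were tested, in one limma model of all 16 libraries. The tumours of a group varied far more than the cultures. Spearman correlations across genes between tumours of the same group were between 0.249 and 0.757 for NT, between 0.543 and 0.640 for DRB, between 0.733 and 0.8293 for DkkMo and between 0.768 and 0.854 for the combination. The highest correlation with a tumour of another group was above these ranges, at 0.890, 0.679, 0.853 and 0.890 in the same order. NT mouse 5A had 0.249 to 0.757 with the other NT tumours and 0.803 to 0.890 with tumours treated with DkkMo. The 10 genes with the most reads held 46.7 to 73.5% of the reads of a DRB tumour, 8.51 to 38.7% for NT, 14.5 to 24.2% for DkkMo and 13.5 to 18.6% for the combination. Over the 6854 genes listed for both sets, the Spearman correlation of a tumour with the mean of the cultures was between -0.172 and -0.048 in the 8 tumours treated with DkkMo and between -0.179 and 0.458 in the other 8 (exact permutation test, two-sided, p = 0.00466). In simulated data with the means and variances of these tumours, limma recovered 4 of 100 genes changed 4-fold and 47 of 100 changed 64-fold between DkkMo and NT. It recovered 3 and 44 of 100 between the combination and DRB. With no gene changed, 0 genes were called and 5.13% and 5.10% of genes had an unadjusted p below 0.05. The simulated genes varied independently, with a capped dispersion and no changes in low-count genes, whereas whole libraries differed among the tumours. Other arrangements of the labels gave up to 13 DE genes for DkkMo and NT, and up to 0 for the combination and DRB. Unadjusted p values below 0.05 numbered up to 2208 and 1371 (limma). The simulation thus does not show calibration for these tumours.

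**Figure D3:**
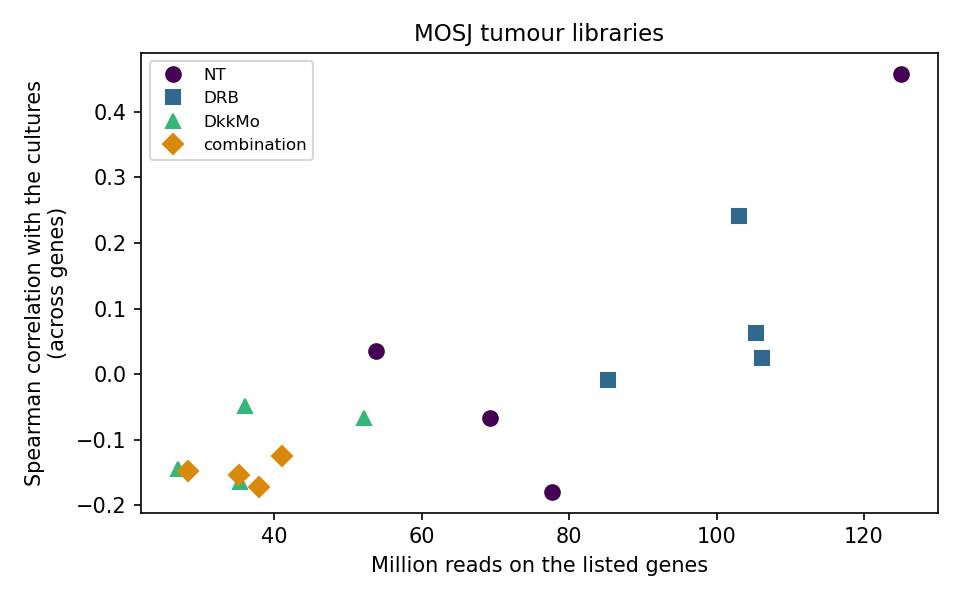
Each tumour library by its reads on listed genes (M, x axis) and its Spearman correlation across genes with the mean of the cultures (y axis), coloured by treatment. The tumours treated with DkkMo hold 26.9 to 52.1 M reads, and correlations above 0 occur only among tumours without DkkMo.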

Comparison between untreated (NT) and DkkMo specimens (*n* = 4) and comparison between DRB-treated and combination specimens (*n* = 4) were performed. 

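Between DkkMo-treated and NT tumours, 0 genes were DE by limma. The smallest adjusted p was 0.244, and 1554 genes had an unadjusted p below 0.05, of which 1279 were lower and 275 higher with DkkMo. The 4 values of each group did not overlap for 5.03% of genes, against 2.86% by chance. Without NT mouse 5A, 222 genes were DE in this comparison, 15 up and 207 down. With any other tumour left out, at most 2 were. Between combination-treated and DRB-treated tumours, 926 genes were DE, 54 upregulated and 872 downregulated, and 20.4% of genes did not overlap. The median log2 fold change of all genes was -0.54 and -0.71 in the comparisons, so most genes had lower values with DkkMo on the scale of the authors' normalization. With each library centred on its median, 471 genes were DE in the second comparison, 173 up and 298 down. Limma voom on the recovered reads, chosen after the data were seen, moved this number most, to 0, with 2647 genes at an unadjusted p below 0.05, and with array weights it was 1670. With the similarity to the cultures as a covariate, also a later choice, it was 106. Among DE genes without overlap, the largest rises were those of Faddos, with a log2 fold change of 3.32 (standard error 0.63, adjusted p = 0.00467), Pou3f3, with 3.29 (standard error 0.84, adjusted p = 0.0252), and Gprc6a, with 3.12 (standard error 0.66, adjusted p = 0.0104). The largest falls were those of Malat1, a long non-coding RNA, with -9.33 (standard error 2.13, adjusted p = 0.0155), Tle7, with -9.0 (adjusted p = 3.02e-04), and Ccdc169, with -8.45 (adjusted p = 6.54e-05). With each tumour left out in turn, the adjusted p was below 0.05 in 3 of 8 fits for Pou3f3 and 6 for Malat1. For Faddos, Gprc6a, Tle7 and Ccdc169 it was so in all 8. The difference between the effects of DkkMo with and without DRB was past both thresholds for 0 genes, with 853 at an unadjusted p below 0.05.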

After processing, lists of DE transcripts were generated (Supplemental Table 2). 

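Of 63 listed cell death genes, 27 had a value in the tumours, and of 38 stress response genes 11 had one. Between DkkMo and NT, the median log2 fold change of the cell death genes was -1.43, with 24 of 27 lower, and it was -0.78 with each library centred on its median. Limma's camera gave an adjusted p of 0.0392, while none of the genes passed an adjusted p of 0.05 alone. In combination-treated against DRB-treated tumours, the median was -1.37 (adjusted p = 0.80) and -0.33 when centred, and Txnip and Sesn1 were DE, with log2 fold changes of -5.52 and -3.65. The stress response genes had medians of -1.31 (adjusted p = 0.564) and -1.02 (adjusted p = 0.853). When centred, the latter was 0.02.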

When the lists were subjected to gene ontology term enrichment analysis, clusters representing regulation of cell stress, death and apoptosis were highlighted in both comparisons, further supporting a role for Dkk-1 in the regulation of stress response and survival pathways, and that DkkMo has the capacity to blunt such activities (Fig. 6a, b). Unexpectedly, gene ontology term enrichment analysis of the DkkMo versus NT groups highlighted several gene ontologies related to differentiation of T cells, macrophages and erythrocytes (Fig. 6a). 

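Marker genes of these cell types, listed before the data were examined, had few values in the tumours. In DkkMo against NT tumours, 7 of 15 T and natural killer cell markers had a median log2 fold change of -0.95 (adjusted p = 0.51), 8 of 15 macrophage markers a median of -1.23 (adjusted p = 0.369), and 3 of 11 erythroid markers a median of -0.25 (adjusted p = 0.853). With one NT tumour, 7A, left out, the T and natural killer cell median was 0.33. With array weights it was 0.01. None of the 3 lists passed an adjusted p of 0.05 in this comparison.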

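The 23 genes labelled in Fig. 6c and 6d were taken from the paper's own calls, so their changes show no stability of those calls. All 23 had a value in the tumours. Of the 23, 18 were lower between DkkMo and NT, with a median log2 fold change of -2.03 (adjusted p = 0.0561). Adjusted over the 23 genes alone, 6 passed 0.05, and adjusted over all genes none did. In the other comparison, the combination with DRB, 19 of 23 were lower with a median of -3.36 (adjusted p = 9.10e-05), and 16 passed over the 23 genes and 12 over all genes. The largest fall was that of Trim30a, with -6.95 (adjusted p = 1.36e-04), whose paralog Trim12c had between 0.9999 and 1.05 times its reads in every tumour.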

Co-expressed, functionally related gene modules and hub genes were also identified (Supplementary Fig. S6) and plotted on volcano plots to visualize potential overlap between lists of DE genes (Fig. 6c, d). As with the in vitro analyses, Aldh1a1 and Hsd17b4 were represented in both comparisons as hub and DE genes. 

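In tumours treated with DkkMo, the normalized count of Aldh1a1 was 575 ± 118 (SD, n = 4), and in NT tumours it was 3075 ± 1580 (SD, n = 4). The log2 fold change was -2.05 (standard error 0.62), with an adjusted p of 0.273 from limma over all genes. On the authors' scaling, every DkkMo tumour lay below every NT tumour (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). The value was 9.65 in DkkMo mouse 31A, with a library median of 8.95, and 11.90 in NT mouse 7A, with a library median of 11.24. Relative to the library medians, the 2 groups therefore overlapped. With each tumour left out in turn, the log2 fold change of Aldh1a1 stayed between -2.30 and -1.78 and the adjusted p between 0.165 and 0.533. For the combination and DRB, the counts were 421 ± 90.2 (SD, n = 4) and 8540 ± 5478 (SD, n = 4), a log2 fold change of -3.70 (standard error 0.62, adjusted p = 0.00176), again without overlap (exact permutation p = 0.0286). The change stayed between -4.12 and -3.39 with each tumour left out. After the values were corrected for gene length it was -2.70 (adjusted p = 0.0353), and after correction for GC content it was -2.72 (adjusted p = 0.0317). Both corrections also take out the overall level of each library, so the smaller change does not point to gene length or GC content as such. With limma voom on the recovered reads, chosen after the data were seen, the change of Aldh1a1 was -4.06 with an adjusted p of 0.0559. The effects with and without DRB differed by -1.65 (adjusted p = 0.737). The change of Hsd17b4 was -2.18 (standard error 1.22, adjusted p = 0.453, exact permutation p = 0.343) between DkkMo and NT, with mean normalized counts of 8.50 and 1030. It was -3.36 (adjusted p = 0.0904, exact permutation p = 0.0286) between the combination and DRB, with 68.6 and 4375.

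**Figure D4:**
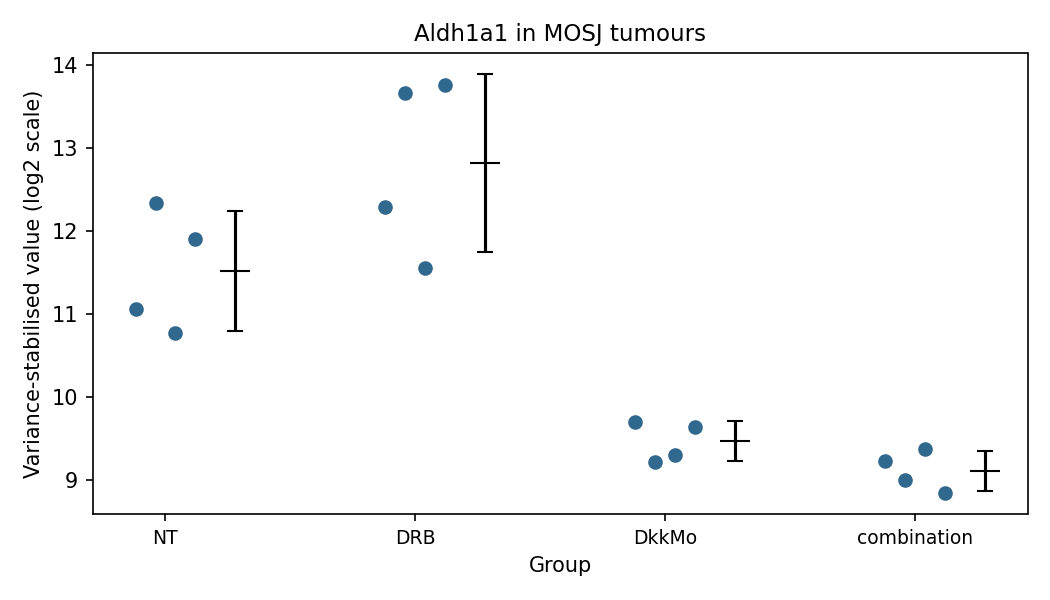
Variance-stabilised values (log2 scale) of Aldh1a1 in the 16 tumour libraries, by treatment. Each point is a tumour and each bar the mean ± SD of 4 tumours. On the authors' scaling, the values with DkkMo lie below those of the matching group without it.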

Also of note were histone methyltransferases Setd7 and Nsd1, both implicated as mediators of oncogenesis [35, 36]. 

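Setd7 lies on chromosome 3 of GRCm38 from 51515319 to 51560879, and Nsd1 on chromosome 13 from 55209782 to 55318325. Between DkkMo and NT tumours, the log2 fold change of Setd7 was -1.42 (standard error 1.17, adjusted p = 0.590 from limma, exact permutation p = 0.429) and that of Nsd1 was -4.74 (standard error 1.30, adjusted p = 0.273, exact permutation p = 0.0857). With each tumour left out in turn, that of Setd7 lay between -2.25 and -0.069 and that of Nsd1 between -6.23 and -3.56. Between the combination and DRB, Setd7 changed by -3.33 (adjusted p = 0.0822) and Nsd1 by -5.20 (adjusted p = 0.0233), each without overlap between the groups (exact permutation p = 0.0286). Nsd1 was DE there, and its adjusted p lay between 0.0264 and 0.0942 with each tumour left out in turn.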

IPA indicated that DkkMo treatment promoted upregulation of genes involved in necrosis and apoptosis in the case of both comparisons (Fig. 6e, f). In the case of the NT versus DkkMo comparison, IPA also highlighted several gene groups associated with the death of blood cells and connective tissue cells. Collectively, the IPA data suggest that DkkMo may inhibit tumorigenesis by depleting cells in the microenvironment as well as by modulating survival capacity.

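The gene groups of the pathway analysis are not printed in the paper. With each tumour left out in turn, the median of the cell death list between DkkMo and NT lay between -2.05 and -0.82. On the deposited values, the medians of the cell death, macrophage and T and natural killer cell lists were below 0 in both comparisons, as was that of all genes. Between the combination and DRB, the macrophage median was -1.89 (adjusted p = 0.161), the T and natural killer cell median -3.94 (adjusted p = 0.424) and the erythroid median -0.68 (adjusted p = 0.891), which was 0.36 when centred. From the pathway analysis, the paper proposes that DkkMo may inhibit tumorigenesis by depleting cells of the microenvironment and by modulating survival capacity.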

**Fig. 6:**
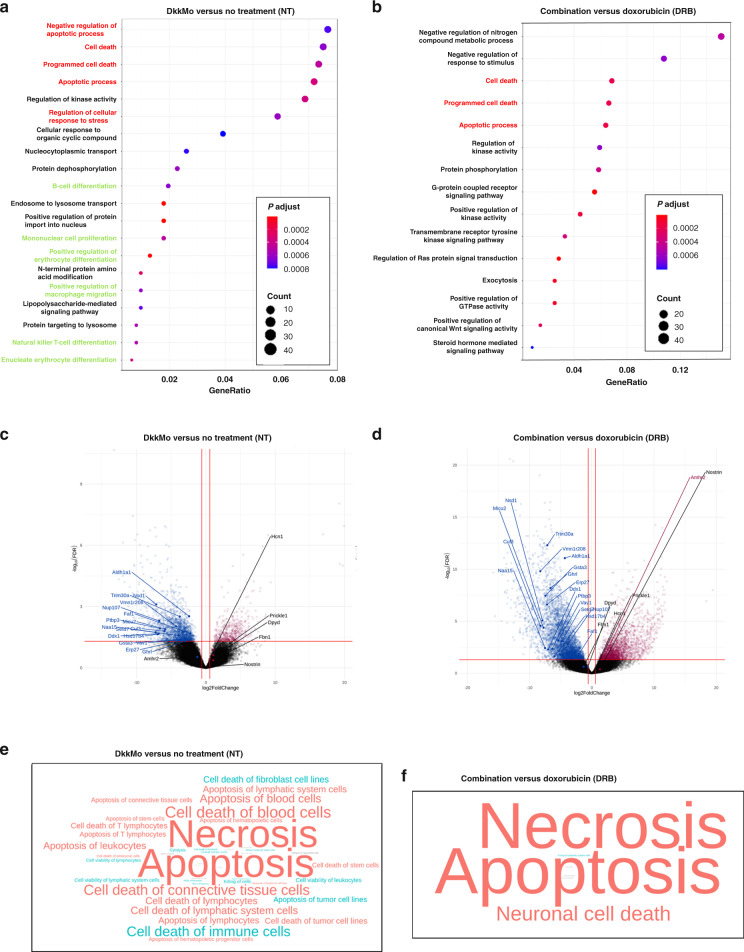
DkkMo administration blocks stress response pathways in orthotopically implanted MOSJ-Dkk-1 tumours. **a** Gene ontology term enrichment analysis of RNA sequencing data with the comparison between DkkMo and no treatment (left). **b** As panel **a**, but with the comparison of DRB and combination treatment (right) (*n* = 4). Red font refers to groups related to cell death and survival and green font refers to immune-related genes. **c** Volcano plot of DE genes after comparison of the DkkMo with the no treatment group. Sequences that represent both DE and hub genes are labelled. **d** As panel **c**, but the plot of DE genes after comparison of the DRB group with the combination group. **e** Word cloud summarising IPA results using DE gene lists from the comparison of the DkkMo with the no treatment group. Colour and font coding as in Fig. 2. **f** As panel **e**, but with DE genes after comparison of the DRB group with the combination group.

To examine whether DkkMo could perturb genes involved with cell motility and migration, differentially expressed genes in the NT versus DkkMo group and in the DRB versus combination groups were plotted against selected GO terms related to cell migration, attachment and metastasis. DkkMo perturbed gene expression over several of these GO terms, with particular emphasis on actin reorganisation (Supplementary Fig. S7). Furthermore, in both comparisons, Actin Related Protein 2/3 Complex Subunit 2 (Arpc2), a major component of the actin polymerisation complex, and potent mediator of cell migration and metastasis [37, 38], was the most downregulated transcript. 

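Of 46 listed genes of actin organisation and migration, 34 had a value in the tumours. In combination-treated compared with DRB-treated tumours, 31 of the 34 were lower, with a median log2 fold change of -2.58 (adjusted p = 0.00137), which was -1.54 when centred. Actr3, Enah, Rac1 and Wasl were DE, with log2 fold changes of -5.51, -3.39, -4.93 and -3.91, and 16 genes passed an adjusted p of 0.05 over the list alone. For DkkMo against NT the median was -1.44 (adjusted p = 0.126), and it was 0.06 without NT tumour 7A and -0.09 with array weights. Between the combination and DRB, the few housekeeping genes with a value fell further than the actin list, with a median of -4.88. The fall is thus not shown to be specific to genes of actin organisation and migration. With inter-gene correlations estimated for each list, fewer lists passed between the combination and DRB.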

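Arpc2 lies on chromosome 1 of GRCm38 from 74236084 to 74268209. Its log2 fold change was -3.74 (standard error 1.51, adjusted p = 0.342 from limma, exact permutation p = 0.114) between DkkMo and NT, and it ranked 76 from the largest fall among 12595 genes. For the combination against DRB it was -4.67 (adjusted p = 0.0617, exact permutation p = 0.0286), with rank 287.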

To further examine whether DkkMo perturbed the capacity for cell migration, scratch assays were performed on monolayers of MOSJ-Dkk-1 cells. In the presence of scrMo or with no treatment, 0.5 mm-wide scratches closed in 60–80 h through the combined process of proliferation and migration but scratches treated with 25 μM DkkMo failed to close in over 80 h (Supplementary Fig. S8A, B). Counts of cells that had migrated into the scratch zone after 24 h were also significantly lower in DkkMo-treated monolayers (Supplementary Fig. S8C).

Aldh1a1 is a marker for a cancer stem cell or tumour initiator phenotype [16, 39] and it is possible that elevated Aldh1a1 expression is a sign that Dkk-1 has the capacity to induce this in all or a subset of MOSJ-Dkk-1 cells. We, therefore, analysed transcriptomic datasets for differential expression of 30 known OS cell markers, testing the hypothesis that if this were the case, additional stem cell markers may be downregulated in response to DkkMo (Supplementary Table S3). In most cases, but with the exception of Aldh1a1, there was no significant change in transcription after treatment with DkkMo. 

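Of the 30 markers, 19 had a value in the cultures and 16 in the tumours. They are taken from the paper's table, so their calls show no stability. Without a fold threshold, 7 of the 19 passed an adjusted p of 0.05 over all genes in log phase, 4 up and 3 down, and the same number passed when adjusted over the markers alone. Under nutritional stress 8 passed by either adjustment, 6 up and 2 down. With the 1.5-fold threshold 1 marker was DE in each culture condition, Sox2 in log phase and S100a10, with a log2 fold change of 0.61 (adjusted p = 3.42e-04), under nutritional stress. Between DkkMo and NT tumours 0 markers passed, with 3 at an unadjusted p below 0.05. In the combination against DRB, 2 passed over all genes, Aldh1a1 and Clec5a, with -3.18 (adjusted p = 0.0332) for the latter, and 3 over the markers alone.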

Interestingly, cancer stem cell marker Sox2 exhibited a robust reduction in transcription after DkkMo treatment under in vitro conditions. These data provide modest evidence of the involvement of Dkk-1 in the initiation of a cancer stem cell phenotype, but Dkk-1, Sox2 and Aldh1a1 have been reported to exhibit coordinated expression to maintain a stem cell phenotype in carcinoma cells [40].

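Sox2 lies on chromosome 3 of GRCm38 from 34650405 to 34652461. In log phase its normalized count was 893 ± 97.1 (SD, n = 3) with DkkMo and 1500 ± 203 (SD, n = 3) with scrMo, a log2 fold change of -0.61 (standard error 0.08, adjusted p = 4.09e-05 from limma). Under nutritional stress the count was 2087 ± 234 (SD, n = 3) with DkkMo and 1651 ± 34.3 (SD, n = 3) with scrMo, a log2 fold change of 0.29 (adjusted p = 0.0170), which stayed between 0.21 and 0.34 with each culture left out in turn, with an adjusted p between 0.0164 and 0.109 that was below 0.05 in 3 of 6 fits. The effects in the culture conditions differed by 0.90 (adjusted p = 3.19e-05). Against NT, the change was -0.56 (adjusted p = 2.30e-04) in log phase and -0.69 (adjusted p = 3.46e-06) under nutritional stress, where the normalized count of NT averaged 3527 and scrMo lowered it by -0.98 (adjusted p = 2.85e-08).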

## Discussion

The first association between Dkk-1 and osteolytic malignant bone disease was demonstrated in multiple myeloma [12] then for OS [10] and metastases of breast, prostate and lung cancers [13, 14, 41–43]. Dkk-1 was subsequently shown to block the anabolic axis of bone turnover, suggesting that inhibition of Dkk-1 may inhibit the development of OLs. Initial strategies for the blockade of Dkk-1 began with antibodies, and these showed promise in myeloma models [20] and in humans [44], but antibodies must be given at large doses given that Dkk-1 levels in humans can reach hundreds of ng mL^−1^ [10, 12]. To circumvent limitations of antibodies, this study employed a vivo morpholino directed against human Dkk-1 mRNA. Vivo morpholinos consist of an oligonucleotide mimetic attached to a dendrimeric moiety that facilitates cellular internalisation. While originally utilised for simple organisms [45], vivo morpholinos have been increasingly employed for gene knockdown in mammalian species such as rodents, dogs and even humans [34]. Indeed, an exon-skipping vivo morpholino was first successfully tested as a treatment for Duchenne Muscular Dystrophy in 2009 [46] and shortly thereafter exon-skipping morpholinos were approved in the USA and Japan. DkkMo is directed to the 5’ coding region of human Dkk-1. When MOSJ-Dkk-1 cells were exposed to DkkMo, Dkk-1 secretion was dose-dependently inhibited and the rate of accumulation of cells in culture was reduced and when confluent MOSJ-Dkk-1 cells were treated with DkkMo, cell death occurred, phenocopying the parental and control cell lines. These data indicate that Dkk-1 plays a role in the survival of MOSJ-Dkk-1 cells under conditions of rapid proliferation and nutritional stress. In our previous study [15] and herein, Dkk-1 was demonstrated to elevate expression of Aldh1a1 by diverting Wnt signalling from cWnt to a ncWnt pathway involving RhoA and JNK. Activated JNK triggers Jun to bind to the Aldh1a1 promoter, upregulating its expression. Aldh1a1 then acts to enhance resistance to nutritional and chemotherapeutic stressors in part by neutralisation of ROS [15]. The role of the ALDH family of enzymes in driving the survival, progression and metastasis of tumours is well documented [22, 26–29, 31, 47], but the means by which it is upregulated in OS is controversial, especially with respect to cWnt signalling. For example, Martins-Neves et al. [48] reported that chemotherapeutics cause β-catenin stabilisation and concomitant transcription of TCF/LEF promoters, including expression of Aldh1a1. The study also noted that the chemotherapeutics further triggered the expression of Dkk-1, potentially through a negative-feedback mechanism driven by cWnt responsive promoters in the Dkk-1 gene. In spite of the apparent contradiction between the findings of Martins-Nevens et al. positing β-catenin mediated upregulation of Aldh1a1, and the ncWnt/JNK pathway described in our previous work, these pathways can theoretically contribute in parallel to the upregulation of Aldh1a1. Recently, the cytoskeleton-associated protein 4 (CKAP4) receptor has been shown to serve as a receptor for Dkk-1, signalling via phosphatidylinositol-3-kinase to activate Akt [49]. Akt has the capacity to inhibit glycogen synthease kinase-3-β, stabilising β-catenin, potentiating upregulation of cWnt target genes, including Aldh1a1 [50]. This hypothesis does not exclude a parallel function for ncWnt-stimulated JNK in the upregulation of Aldh1a1. Regardless of the mechanism, the regulatory relationship between Dkk-1 and Aldh1a1 expression is demonstrated by the observation that DkkMo reduces Aldh1a1 transcription and Aldh1a1 is identified as a DE and hub gene that is downregulated in the presence of DkkMo.

From the in vitro HTS studies, two hub and DE genes were identified with the potential to contribute to tumour progression. Hsd17b4, encoding 17β-hydroxysteroid dehydrogenase/D-3-hydroxy acyl-coA dehydrogenase, is downregulated when treated with DkkMo. Hsd17b4 is responsible for deactivation of oestrogens and androgens as well as oxidation of fatty acids and other complex substrates [30]. It is conceivable that it plays a role in the oxidation of long-chain or complex acids that result from the processing of reactive aldehydes by Aldh1a1. 

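S1pr2 lies on chromosome 9 of GRCm38 from 20962361 to 20976781. Its log2 fold change between DkkMo and scrMo cultures was 0.13 (standard error 0.05, adjusted p = 0.0928 from limma) in log phase, with mean normalized counts of 2106 and 1908. Under nutritional stress it was -0.30 (adjusted p = 3.94e-04), with 1093 and 1409. The difference between the culture conditions was -0.43 (adjusted p = 4.77e-04). With NT as the control, the change was -0.18 (adjusted p = 0.0376) in log phase and -0.50 (adjusted p = 7.08e-07) under nutritional stress.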

DkkMo also downregulated S1pr2, encoding sphingosine-1-phosphate-receptor-2, regulator of osteoblast chemotaxis and inverse marker of osteoblast differentiation [51].

Since DkkMo has the capacity to sensitise MOSJ-Dkk-1 cells to stress, DkkMo may synergise with chemotherapeutics that induce oxidative damage. DRB is frequently employed as an adjuvant treatment for OS, and is known to cause oxidative damage through induction of ROS [52]. In the presence of DRB, MOSJ-Dkk-1 cells expanded more rapidly than MOSJ-pLenti cells and the difference in IC_50_ values between MOSJ-Dkk-1 cells and MOSJ-pLenti cells was also greatest when the rates of proliferation were highest. These results suggested that DRB is at its most toxic during proliferation and that Dkk-1 provides most protection at this time, concurring with reports that chromatin is susceptible to DRB-induced damage during mitosis [52] and Dkk-1 levels are elevated in cycling OS and mesenchymal cells [53, 54].

Given the role of cWnt in the stimulation of proliferation in many systems and cancers [55], a pro-tumorigenic role for Dkk-1 is surprising but quite feasible given the multiple roles for cWnt, the countless variants of Wnts and various non-canonical pathways. Unlike those Wnt inhibitors that directly sequester Wnt ligands such as soluble frizzled-related protein (sFRP) and Wnt inhibitory factor (WIF), Dkk-1 is unique in its capacity to act independently of Wnt through LRP6, JNK, CamKII [56] and through its ability to directly engage CKAP4 and trigger PI3K signalling [49]. While Dkk-1 can serve as a tumour suppressor in some cases by inhibition of cWnt [56] the complications of Dkk-1 signalling make its specific effect on tumour physiology unpredictable and there are several reported examples of Dkk-1 serving a pro-tumorigenic role through enhancement of growth and/or survival [15, 54, 57, 58], migratory [59], and metastatic [21, 54] characteristics. Of note, Colla et al. [60] demonstrated upregulation of Dkk-1 by human myeloma cells when challenged by ROS generating chemotherapeutics resulting in upregulation of JNK. While Dkk-1 cannot be formally regarded as a proto-oncogene, the data herein suggest that Dkk-1 certainly appears to serve as a survival factor for tumours.

Orthotopically implanted MOSJ-Dkk-1 cells rapidly generate tumours in nude mice. When DRB was administered at a high dose, tumour expansion was not significantly affected, whereas DkkMo administered as a single agent significantly blunted tumour growth. Given that synergy was observed between DRB and DkkMo in vitro, it is surprising that it was not observed in vivo. One explanation is that DRB triggers expression of endogenous Dkk-1 from MOSJ cells and this in turn competes with DkkMo. While DRB did upregulate endogenous Dkk-1 transcription by about 30%, the expression of murine Dkk-1 is negligible compared to the human form expressed by MOSJ-Dkk-1 cells [15]. The in vitro assays, however, do not take into account potential sources of Dkk-1, Aldh1a1 or other stress response agents derived from the tumour stroma which may not be targeted by DkkMo.

MOSJ-Dkk-1 cells form highly osteolytic tumours in nude mice accompanied by significant bone deformation. We employed μCT scans to perform quantitative topological comparisons between the contralateral and tumour-bearing tibiae and found that untreated tumours exhibited substantial bone deformation that was exacerbated by DRB. When DkkMo was administered, the bone exhibited a healthier topological profile, even in the presence of DRB, indicating that DkkMo may act to protect bone from detrimental effects of treatments as well as the tumour. While immunological blockade of Dkk-1 preserves bone in experimental models [20] and multiple myeloma patients [44], this is the first time Dkk-1 blockade has been shown to preserve topology as well prevent bone loss.

Tumours were subjected to HTS to gain mechanistic insights into the effect of DkkMo. The dsRed label was utilised to exclude as much extraneous tissue as possible, but the HTS data originating from in vivo specimens contrasted significantly with data from cultured cells. Differences in gene expression between the in vivo and in vitro HTS datasets are likely to be attributable to the contribution of host tissue such as blood, tumour-associated stroma and immune cell contributions secondary to responses to the host. Nevertheless as observed in vitro, DkkMo upregulated cell death-related gene ontologies, with Aldh1a1 and Hsd17b4 both identified as downregulated transcripts and as hub genes. The in vitro and in vivo detection of Aldh1a1 and Hsd17b4 as downregulated sequences with DkkMo treatment, and their potentially interrelated roles in the metabolism of organic substrates, suggests a novel role for Hsd17b4 as a mediator of drug resistance. Unexpectedly, there was representation from immune and hematopoietic GO terms with DkkMo treatment, implying that Dkk-1 might also regulate immune processes. These data should be regarded with some caution given the T-cell-depleted status of nude mice, but Dkk-1 has been reported to stimulate infiltration of macrophages and neutrophils [61, 62] and stimulate immunosuppressive myeloid suppressor cells to facilitate evasion from immune surveillance [63], and these cell-types are present in nude mice. Furthermore, the IPA data highlighted upregulation of sequences associated with the death of immune, lymphatic, connective tissue upon treatment with DkkMo, suggesting that Dkk-1 blockade might contribute to the depletion of the tumour stroma.

MOSJ-Dkk-1 cells are an excellent model to study primary OS expansion and bone destruction, but little is known about their ability to metastasize. Attempts to detect MOSJ-Dkk-1 cells in the lungs of mice by PCR were unsuccessful, but DkkMo perturbed expression of several genes involved in cell attachment, migration and metastasis of tumours. This included downregulation of Arpc2, a regulator of actin polymerisation and mediator of tumour migration in several tissues [37, 38, 64]. DkkMo also perturbed migration on monolayers suggesting that cytoskeletal mediators of cell motility had been affected. While these data not provide definitive proof that DkkMo inhibits metastasis, it should be noted that immunoblockade of Dkk-1 reduced lung metastasis in a patient-derived xenograft model of OS metastasis to lung [21] and Dkk-1 has been shown to promote migration and invasive growth [59, 65, 66].

Small interfering RNA has been employed to block Dkk-1 and exhibit neuroprotection in a model of intracerebral haemorrhage [67], inhibit inflammation in a model of rheumatoid arthritis [68], and in a model of hormone deficiency-induced bone loss [69], but to the best of our knowledge, this is the first demonstration of the use of a Dkk-1 targeting vivo morpholino to treat experimental malignant bone disease. Using a murine model of a Dkk-1 expressing OS, we demonstrated that DkkMo reduces tumour progression through reduction of cell proliferation, perturbation of survival mechanisms, inhibition of bone destruction, and through depletion of the tumour stroma. Given that morpholinos have a robust half-life in vivo and are well tolerated, DkkMo represents a promising approach for the improvement of OS treatment in humans.

## Supplementary information

Supplemental tables

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

Supplemental materials

## Data Availability

Until the archive is completed, all raw data are available upon request. All raw data will be provided in a Raw Data File uploaded to FigShare.com [10.6084/m9.figshare.18551354]. Sequencing data are available via the Gene Expression Omnibus [GSE191143].

# Supplementary material for: Morpholino-driven blockade of Dkk-1 in osteosarcoma inhibits bone damage and tumour expansion by multiple mechanisms
**Source:** Br J Cancer. 2022 Mar 11;127(1):43–55. doi: 10.1038/s41416-022-01764-z
**Supplement:** Supplementary file 10 — Supplemental materials

**Supplementary Materials.**

Detailed Methods.

Supplemental figure legends:

Figure S1: Tumor expansion and Aldh1a1 expression.

Figure S2: Diagrammatic summary of interrelationships between GOTEA and HUB analysis datasets.

Figure S3: Histology of MOSJ-Dkk1 tumors.

Figure S4: Training and optimization of the neural net algorithm.

Figure S5: Histology of necrotic structures within MOSJ-Dkk1 tumors.

Figure S6: Summary of interrelationships between GOTEA and HUB analysis for *in vivo* HTS datasets.

Figure S7: DkkMo regulates genes associated with GO-terms related to cell attachment, migration and metastasis.

Figure S8: DkkMo perturbs motility in monolayer scratch assays.

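Each row of this table gives a gene, its mean normalized count over all libraries, a log2 fold change with its standard error, and a test of that change. The mean normalized counts recovered from the deposited values differed from the table's by at most a relative 4.92e-06 over 2773 genes. The paper's log phase table lists 986 genes, 559 with a positive and 427 with a negative fold change, of which 273 exceed 1.5-fold. Its nutritional stress table counts 2387 genes, of which 1998 were read for the comparison here. For the listed genes, the log2 ratio of mean normalized counts between DkkMo and NT cultures differed from the table's fold change by a median of 5.51e-04 in log phase and 5.47e-04 under nutritional stress. The ratio between DkkMo and scrMo cultures differed from it by a median of 0.20 and 0.30, and had the opposite sign for 27.7% and 37.5% of the genes. On the scale of normalized counts, 99% of the listed genes of each table had an unadjusted limma p below 0.05 between DkkMo and scrMo, against 34.9% and 32.2% of all genes. Between DkkMo and NT, 99.7% and 99.8% of them did, against 22.2% and 49.7% of all genes.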

Table S1: Differentially expressed genes in cultured MOSJ-Dkk1 cells treated with DkkMo.

Table S2: Differentially expressed genes in MOSJ-Dkk1 tumors treated with DkkMo and DRB.

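The columns of this table are those of the table of cultured cells. Recovered mean normalized counts differed from the table's by at most a relative 5.24e-06 over 895 genes. The paper lists 796 genes between DkkMo and NT tumours, 55 higher and 741 lower with DkkMo, and counts 1849 between the combination and DRB, of which the first 104 were read for the comparison here. Of these 104, all higher in the paper, 27 were DE by limma on the deposited values.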

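The table gives, for each of 30 markers and each of the 4 comparisons, whether the paper called it unchanged, upregulated or downregulated. The paper's own calls of a change number 3 in log phase, 5 under nutritional stress, 1 between DkkMo and NT tumours and 3 between the combination and DRB. By limma without a fold threshold, the call was the same as the paper's for 15 of the 19 markers with a value in log phase and 12 of 19 under nutritional stress. With NT in place of scrMo, chosen after the values were seen, it was the same for 17 and 14 of 19. In the tumours it was the same for 15 and 13 of 16.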

Table S3: Differential expression of cancer stem cell markers in response to DkkMo.

**Detailed Methods.**

***Tissue Culture:*** Red fluorescent protein (RFP)-labeled MOSJ-Dkk1 and vector backbone control MOSJ-pLenti cells were generated as previously described (1). MOSJ-Dkk1 cells are a murine osteochondral sarcoma cell line (2) modified by the pLenti vector (Life Technologies, Carlsbad, CA) to constitutively express and secrete human Dkk-1 via the cytomegalovirus (CMV) promoter. The control line, MOSJ-pLenti, harbors the vector backbone with no cDNA cassette. Both cell lines were cultured in medium containing alpha-minimal-essential-medium (αMEM, Life Technologies) supplemented with 10% (v/v) fetal bovine serum (FBS, Atlanta Biologicals, Norcross, GA), 100 U.mL^-1^ penicillin & 100 µg.mL^-1^ streptomycin (Life Technologies) and 2 mM L-glutamine (Life Technologies). For expansion, cells were seeded at 500 cells per cm^2^ with media changes every two days. Adherent cells were recovered using 0.25% (w/v) trypsin/ethylene diamine tetra-acetic acid when a density of approximately 80-90% confluency was reached.

***IC50 determination:*** To determine DRB IC_50_ for the MOSJ-Dkk1 and MOSJ-pLenti lines, cells were seeded at 1000 cells per well in 12-well plates. DRB was added 24 hours after seeding. Cells were exposed to 8 doses of varying DRB concentration in log_10_ increments. Cell number was determined using a hemocytometer and the Ecotox software package (3) was used for IC_50_ calculations their comparisons.

***Scratch assays:*** 0.5 mm wide scratches were made to MOSK-Dkk1 monolayers using the edge of a standard cell scraper. Agents were added (DkkMo or scrMo at 25 μM) in standard culture media with changes every 2 days. Pictures at 10 x and 4 x were taken at random fields over the scratch every 12 hr for 7 days. Closure of the scratch was defined as a continuous monolayer indistinguishable from the periphery. For cell enumeration in the scratch zone, cells were counted in 2 randomly selected 4 x fields (2 fields, 5 cultures = 10 measurements) that had migrated to within the central 0.25 mm of the scratch zone (so as to exclude cells from the periphery).

***Enzyme linked immunosorbent assay (ELISA):*** Two-day conditioned media were collected and stored at -20◦C. For assays, media were thawed on ice, vortexed for 30 s then diluted (1 in 10 – 1 in 100) with PBS 0.05% (v/v) Tween20 with 1% (v/v) bovine serum albumin (BSA) then before performing ELISA. Human Dkk-1 ELISA was performed using a standard procedure recommended by the manufacturer (Duoset ELISA, R&D Systems).

***Quantitative RT-PCR (qRTPCR):*** The High Pure RNA isolation kit (Roche Diagnostics) was used for total RNA extraction from the cells. Copy DNA synthesis was performed using Superscript III kit (Life Technologies). TaqMan gene expression assays (Applied Biosystems) were used to carry out qRTPCR. APDH, MRPL19 and RPS18 were selected as reference genes (4-7). Reference genes were combined using geometric averaging as single internal control gene (5). Fold changes were calculated using the 2 ^−ΔΔCT^ method (8).

**In vivo *model of osteolytic OS:*** MOSJ-Dkk1 cells were employed in the OS xenograft model as described (1). Briefly, 1x10^6^ MOSJ-Dkk1 cells were administered to two month-old immune compromised nude mice (Foxn1^-^/Foxn1^-^, Jackson laboratories) in 50 μL of human plasma (Sigma, St. Louis, MO), with clotting activated facilitated by the addition of 50 μL of thromboplastin A (Sigma). The cells were injected medially, into the interosseous space between the tibia and fibula. Tumor expansion was monitored three times a week in live animals (n=10 per group) by detection of the RFP signal via live animal imaging using an IVIS Lumina III live animal imager (Perkin Elmer, Waltham, MA). For image analysis, photon flux from the tumors (cm^-2^ . s^-1^) was calculated for each mouse by using a fixed size circular region of interest (ROI) encompassing the back limbs of the mouse in both supine and prone position. Treatments were initiated in animals harboring tumors with an approximate volume of 15 mm^3^ (approximately 3 mm diameter) as estimated by fluorescence imaging. DRB (5 mg.kg^-1^), DKKMo (12.5 mg.kg^-1^) or a combination of the two was administered by intraperitoneal injection every 2 days. The dose of DRB was empirically established to be the maximum sub-lethal dose, and the concentration of DkkMo was recommended from previous studies safely utilizing morpholinos in mice (9, 10). During the treatment period, photon flux values were scaled to a comparable background value, then normalized to the value obtained at the first administration of treatment, ensuring all mice had an arbitrary starting signal of 0. Tumor growth rate was characterized by analyzing the delta photon flux over delta time. Slopes were compared using a mixed-model for repeated measures (MMRM) approach (11, 12). Group sizes were determined based on post-hoc power analyses using data from pilot studies and from our previous published work (1). Animals were randomized into groups upon arrival at the facility.

***Micro-CT (μCT) scanning:*** Once euthanized, mice were fixed by trans-cardiac perfusion. All samples (n=10 each group) were scanned using a SkysScan1275 system with the filtered (1.5 mm aluminum) beam set to 40 kV, 250 μA and image capture set to 11 μm resolution. Throughout the study, smoothing and beam hardening were fixed at 2% (smoothing kernel gaussian) and 25%, respectively. Ring artifact reduction and misalignment correction were adjusted manually to minimize scan artifacts. The dynamic range was set to between -1000 and 7519.5 HU for all reconstructions. Bone loss was calculated by comparison of volumes and bone mineral densities with the contralateral side. Bone mineral density (BMD) was measured using the attenuation coefﬁcient method with calcium hydroxyapatite phantoms (Bruker) as calibrants. The mean of three 0.1 mm^3^ regions corresponding to 25%, 37% and 50% of the total length of the bones beginning from the proximal end was measured. Half of the specimens were also contrast stained with iodine/potassium iodide (IKI) for two weeks (13), then rescanned under the same conditions to facilitate detection of soft tissues. These scans permitted accurate quantification of tumor volume. Specimens were randomized and blinded during microCT scanning of tumors.

***Bone deformation indices:*** 3D Slicer software (14) was used for bone volume and deformation measurements. Three dimensional renderings of the tumor-bearing and contralateral fibulae were constructed using the Otsu thresholding method (-1000 to 7519.5 HU), and the resultant bone model was then mirrored for registration. The mirrored model was computationally superimposed to contralateral bone model using a rigid algorithm to at least 5% accuracy. Models were further trimmed to the same anatomical landmarks. Model to model distances were calculated with the signed closest point approach. Bone deformation measurements were generated by quantifying the differences in coordinates between corresponding voxels in scans of the tumor-bearing versus contralateral images. The deformation analysis was done by quantile functional regression for regression analyses of distributions (15). In short, quantlet, a union set of elements was selected from the sample distribution to represent the whole distribution by lasso regression and cross-validated concordance. The quantlet from each sample was then fit to a quantlet space model using a Bayesian modeling approach. Distribution plots were analyzed for differences between one another using the using the Quantile Function on Scalar Regression Analysis for Distributional Data method (16). All code related to this process is available by contact with the corresponding author.

***High throughput sequencing:*** For proliferative cultures, MOSJ-Dkk1 cells were seeded at 500 cells per cm^2^ in 175 cm^2^ flasks and allowed to enter the logarithmic stage of growth after 6 days of culture with changes of media every 2 days. Groups (n=3) were no morpholino, 5 μM DkkMo, 5 μM scrambled morpholino control (scrMo) which was added 24 h after seeding. For the nutritional stress cohort, cells were seeded and cultured in the same manner, but exposed to 48 hr of confluence without media change for 4 days. Cells were collected after one week of treatment. In all cases, cells were recovered by trypsinization, washed in PBS, and stored as flash frozen pellet (1x10^6^ cells) in liquid nitrogen until mRNA extraction.

For tumor sequencing, mice were initially fixed by trans-cardiac perfusion and stored in phosphate-buffered 3% formaldehyde with 10 mM CaCl_2_ at 4^o^C. Four specimens from each group were randomly selected for RNA sequencing. Tumor/stroma was carefully dissected from bone and muscle tissue. Samples are sequenced by BGI Genomics (BGI Americas Corp. Cambridge, MA 02142, USA).

High throughput sequencing was performed on a NovaSeq 6000 system, recovering 150 million raw reads per sample in 150 bp paired-end format. The reads were aligned to the GRCm38.98 reference genome using HISAT2 v 2.1.0 (17). Gene counts were obtained by using SAMtools v.1.9 (18) and featureCounts (Subread v.2.0.0) (19, 20). The downstream differential expression analysis was performed in R (Core Team, 2020) (21) and with the DEseq2 package (22). Weighted correlation network analysis was done with the WGCNA package (23). Soft threshold was applied based on WGCNA manual suggestion. Hub genes were identified as top 10 correlated gene in gene significance cluster. Cytoscape (24) was used for network visualization. The functional analyses were performed with the Ingenuity Pathway Analysis Platform (IPA, Qiagen, Redwood City, CA). FPKM was calculated using DEseq2 as part of the IPA input. Gene ontology analysis was performed on PANTHER(25, 26).

All datasets are archived on the Gene expression Omnibus (GEO) database, Accession number: [GSE191143].

***Histology:*** Specimens were stored in 3% formaldehyde in PBS with 10 mM CaCl_2_ at 4^o^C. Decalcification was achieved with 1 M dibasic EDTA, pH 8.0. The solution was changed every 2 days. The samples were then dehydrated through increasing gradients of alcohols, followed with Sub-X clearing agent (Surgipath Medical Industries, Richmond, IL) and embedded in paraffin (Richard-Allan Scientific, San Diego, CA). Paraffin-embedded samples were cut to 9 µm sections. Sections were baked onto the slides at 60ºC for 1 h, followed by deparaffinized with Sub-X, and rehydration. For H&E staining, sections were stained in hematoxylin solution Gill number 3 (Sigma) and counterstained with 1% (w/v) eosin Y (Thermo Fisher) before clearing and dehydration. Masson’s trichrome staining was achieved using a commercially available kit (American Master Tech, Lodi, CA) following the manufacturer’s instructions.

***Neural net programming and utilization:*** A U-net architecture based Convolutional Neural Network (CNN) was built using TensorFlow v.2.3.0 (27, 28). The model was built with the Adam optimizer algorithm. One sample was selected by systematic random sampling from each treatment group and segmented manually. Tumor and necrotic tissue were segmented separately. In total, 2176 images were used for training (70% random assigned) and testing (19.5% random assigned) to construct the CNN model. Model accuracy (**FigS4**) was obtained by applying the model to the validating (10.5% random assigned) dataset. The validated CNN model then was used to segment the rest of the CT scans.

***Statistics:*** GraphPad Prism version 8.00 for Mac was used to plot data and carry out statistical analysis. Single means were compared using t-tests while multiple tests of means were carried out using one-way analysis of variance (ANOVA) and either Dunnett’s or Tukey’s post-test where appropriate. Specific statistical parameters are given in figure legends. The tumor growth rate is characterized by analysis of the slope of tumor fluorescence over time between groups. Slope changes compare to No treatment group were analyzed using a mixed-model for repeated measures (MMRM) approach. Restricted Maximum Likelihood (ReML) estimation was used. The MMRM model included the treatment group, time point, and treatment group-by-time point interaction as fixed effects; and animals within treatment group as random effects allowing induvial difference for tumor growth rate. An unstructured covariance structure was used to model the within-animal error. Distribution plots were analyzed for differences between one another using the using the Quantile Function on Scalar Regression Analysis for Distributional Data method (16).

**Supplementary Figure Legends.**

**Supplementary Figure 1:** Tumor expansion and Aldh1a1 expression. **Panel a:** Kaplan Meier survival plots for the calculation of the maximum tolerated DRB dose. **Panel b:** Plots of tumor expansion as a function of fold-change fluorescent intensity. Each line represents the mean fold-change fluorescence intensity. Individual points represent animals (n=8-9). Statistical analysis provided in Fig 4. **Panel c:**  Aldh1a1 transcription measured by qRT-PCR calculated as ΔCT in relation to aggregate measurements from a panel of standard reference genes (*left*) and as ΔΔCT versus MOSJ-pLenti measurements at day 2 of culture. **Panel d:** Aldh1a1 transcription measured by qRT-PCR calculated as ΔΔCT versus MOSJ-pLenti measurements at the appropriate day of culture. **Panel e:** Murine Aldh1a1, murine Dkk-1 and human Dkk-1 transcription in DRB treated and untreated MOSJ-Dkk1 cells at day 4 of culture measured by qRT-PCR calculated as ΔCT versus pooled reference genes. For panel c and d, comparisons are versus MOSJ-Dkk1 group at each day in culture. P values calculated by ANOVA with Dunnett’s post-test (n=3). padj<0.05 = *, padj<0.01= **, padj<0.005 = ***.

**Supplementary Figure 2:** Diagrammatic summary of interrelationships between GOTEA and HUB analysis datasets. The *orange* panel indicates all shared DE genes, the *blue* panel indicates hub genes from log phase cultures and the *pink* panel indicates hub genes from cultures under nutritional stress. Black lines indicate functional interconnections between DE genes.

**Supplementary Figure 3:** Histology of MOSJ-Dkk1 tumors. **Panel a-c:** H and E stained micrographs of untreated MOSJ-Dkk1 tumors (10x, *bar* = 200 μm, Panel a; 20x, *bar* = 100 μm Panel b; and 40x, *bar* = 50 μm, Panel c) indicating homogeneous and highly proliferative spindle-shaped tumor cells with extensive bone involvement (Panel a). **Panel d-f:** H and E stained composite images of untreated (Panel d), DRB treated (Panel e), DkkMo treated (Panel f), or combination treated (Panel g) tumors. Asterisks indicate necrotic foci, *bar* = 2 mm.

**Supplementary Figure 4:** Training and optimization of the neural net algorithm. **Panel a:** Comparison of the automated segmentation of tumor and necrotic foci (*predicted mask*) with manual segmentation (*true mask*) and the input image. **Panel b:** Examples of automated segmentation for each of the treatment groups. Input image (*left*), segmented tumor (*center*) and combined image (*right*) are presented. In the rightmost image, bone (*white*), soft tissue (*green*), tumor (*blue*) and foci (*cyan*) are indicated. **Panel c:** Plot of accuracy as a function of epoch during the training of the neural net. At the conclusion of training, accuracy was in excess of 80%.

**Supplementary Figure 5:** Histology of necrotic structures within MOSJ-Dkk1 tumors. **Panel a:** H and E (*above*) or Masson’s trichrome (*below*) stained composite micrographs of a combination treated tumor indicating collagenous infiltration of necrotic foci (blue stained areas with trichrome, *asterisks. Bar* = 2 mm). **Panel b:** H and E (*above*) or Masson’s trichrome (*below*) stained composite micrographs of necrotic lesions at higher power demonstrating that the collagen rich foci are essentially acellular (*bar* = 100 μm). **Panel c:** As Panel b, with indication of necrotic pyknosis (nuclear shrinkage) and nuclear fragmentation in cells adjacent to the foci.

**Supplementary Figure 6:** Summary of interrelationships between GOTEA and HUB analysis for *in vivo* HTS datasets. Categories in the *red* and *green* circles represent gene ontologies generated for the DkkMo versus NT and DRB versus combination comparisons respectively. The *blue* panel indicates hub genes generated form the DkkMo versus no treatment comparison, the *pink* panel indicates hub genes from the combination versus DRB comparison and the *orange* panel indicates shared DE genes. Black lines indicate functional interconnections between DE genes, hub genes and gene ontologies.

**Supplementary Figure S7:** GOTEA analysis using GO-terms responsible for cell attachment, migration and metastasis with differentially expressed genes from DkkMo versus NT and DRB versus combination comparisons.

**Supplementary Figure S8:** Monolayers of DkkMo cells were subjected to a 0.5 mm scratch and allowed to recover in the presence of 25 μM scrMo, DkkMo or no treatment for up to 80 hr (*bar* = 100 μm). **Panel a:** representative micrographs at low power. **Panel b:** Kaplan Meier curve plotting the rate of closure of scratches over time. **Panel c:** enumeration of cells present in the scratch zone in 2 randomly selected 10 x fields 24 hr after initiation of the scratch (from 5 replicate cultures), p-values calculated by ANOVA with Tukey post-test p<0.005 = ***.

1. Krause U, Ryan DM, Clough BH, Gregory CA. An unexpected role for a Wnt-inhibitor: Dickkopf-1 triggers a novel cancer survival mechanism through modulation of aldehyde-dehydrogenase-1 activity. Cell Death Dis. 2014;5:e1093.

2. Joliat MJ, Umeda S, Lyons BL, Lynes MA, Shultz LD. Establishment and characterization of a new osteogenic cell line (MOS-J) from a spontaneous C57BL/6J mouse osteosarcoma. In Vivo. 2002;16(4):223-8.

3. Hlina BL BO, Robinson CS, Dhiyebi H, Wilkie MP. Changes in the sensitivity of piscicide in an invasive species. North American Journal of Fisheries Management. 2019.

4. Abuna RPF, Oliveira FS, Ramos JIR, Lopes HB, Freitas GP, Souza ATP, et al. Selection of reference genes for quantitative real-time polymerase chain reaction studies in rat osteoblasts. J Cell Physiol. 2018;234(1):749-56.

5. Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, et al. Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol. 2002;3(7):RESEARCH0034.

6. Mandell JB, Lu F, Fisch M, Beumer JH, Guo J, Watters RJ, et al. Combination Therapy with Disulfiram, Copper, and Doxorubicin for Osteosarcoma: In Vitro Support for a Novel Drug Repurposing Strategy. Sarcoma. 2019;2019:1320201.

7. Rienzo M, Schiano C, Casamassimi A, Grimaldi V, Infante T, Napoli C. Identification of valid reference housekeeping genes for gene expression analysis in tumor neovascularization studies. Clin Transl Oncol. 2013;15(3):211-8.

8. Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods. 2001;25(4):402-8.

9. Ferguson DP, Dangott LJ, Lightfoot JT. Lessons learned from vivo-morpholinos: How to avoid vivo-morpholino toxicity. Biotechniques. 2014;56(5):251-6.

10. Morcos PA, Li Y, Jiang S. Vivo-Morpholinos: a non-peptide transporter delivers Morpholinos into a wide array of mouse tissues. BioTechniques. 2008;45(6):613-4, 6, 8 passim.

11. Detry MA, Ma Y. Analyzing Repeated Measurements Using Mixed Models. JAMA. 2016;315(4):407-8.

12. Administration FaD. Statistical Approaches to Establishing Bioequivalence. Guidance for Industry. 2001.

13. Metscher BD. MicroCT for comparative morphology: simple staining methods allow high-contrast 3D imaging of diverse non-mineralized animal tissues. BMC Physiol. 2009;9:11.

14. Fedorov A, Beichel R, Kalpathy-Cramer J, Finet J, Fillion-Robin JC, Pujol S, et al. 3D Slicer as an image computing platform for the Quantitative Imaging Network. Magn Reson Imaging. 2012;30(9):1323-41.

15. Yang H, Baladandayuthapani V, Rao AU, Morris JS. Regression Analyses of Distributions using Quantile Functional Regression. arXiv preprint arXiv:181003496. 2018.

16. Yang H, Baladandayuthapani V, Rao AUK, Morris JS. Quantile Function on Scalar Regression Analysis for Distributional Data. J Am Stat Assoc. 2020;115(529):90-106.

17. Kim D, Langmead B, Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12(4):357-60.

18. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25(16):2078-9.

19. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923-30.

20. Anders S, Pyl PT, Huber W. HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166-9.

21. Team RC. R: A Language and Environment for Statistical Computin. 2020.

22. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.

23. Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9:559.

24. Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13(11):2498-504.

25. Thomas PD, Campbell MJ, Kejariwal A, Mi H, Karlak B, Daverman R, et al. PANTHER: a library of protein families and subfamilies indexed by function. Genome Res. 2003;13(9):2129-41.

26. Thomas PD, Kejariwal A, Guo N, Mi H, Campbell MJ, Muruganujan A, et al. Applications for protein sequence-function evolution data: mRNA/protein expression analysis and coding SNP scoring tools. Nucleic Acids Res. 2006;34(Web Server issue):W645-50.

27. Ronneberger O, Fischer P, Brox T, editors. U-Net: Convolutional Networks for Biomedical Image Segmentation2015; Cham: Springer International Publishing.

28. Abadi M, Agarwal A, Barham P, Brevdo E, Chen Z, Citro C, et al. Tensorflow: Large-scale machine learning on heterogeneous distributed systems. arXiv preprint arXiv:160304467. 2016.

How the deposited data were processed for this re-analysis (not part of the article)

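RNA sequencing of 2 sets of samples was processed: 18 cultures of MOSJ-Dkk-1 cells, in log phase or under nutritional stress, each with DkkMo, scrMo or no morpholino (NT) in 3 replicates, and 16 tumours of the same cells, 4 each from mice without treatment (NT) or treated with DkkMo, DRB or the combination. For the cultures, the paper gives DkkMo at 5 µM in its methods and 10 µM in a figure legend, and a treatment of 6 days in its results and 1 week in its methods. The authors aligned the reads to the mouse genome GRCm38 with Ensembl annotation using HISAT2, counted reads per gene with SAMtools and featureCounts, and applied the variance-stabilising transformation of DESeq2 to each set on its own. The deposited values are variance-stabilised values on the log2 scale, after division of the counts by a size factor per library. The paper's text does not name the strandedness of the libraries, the treatment of reads that map to several places, or the rule by which genes were kept in each table. Sequencing of other samples, and the module and pathway analyses of the paper, were not analysed here.

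The tables list 16576 genes for the cultures and 12595 for the tumours. The lowest values, 7.2 and 6.23, stand for a gene without reads. The transformation was reversed from the values of each table, which gave whole numbers of reads in the cultures and nearly all whole numbers in the tumours. Normalized counts are these reads divided by the size factors, and their means were checked against those printed in the paper's supplementary tables. Reads on the listed genes, in megareads (M), ranged from 25.9 to 44.8 M per culture and from 26.9 to 125 M per tumour. At these depths counting error is small for genes with many reads and large for genes with few, such as Aldh1a1 in the cultures. The last 14 rows of the culture table were set aside, because their values differed by more than 6 within a group, and 16562 genes were tested.

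Log2 fold changes are differences between group means of the deposited values. They were tested with limma 3.58.1 in R 4.3.3, with one mean per group, all libraries of a set in one model, and empirical Bayes moderation with a trend of the variance on the mean. P values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison. A gene was called DE at an adjusted p below 0.05 and a change over 1.5-fold. Genes had to lie above the lowest value in at least 3 culture or 4 tumour libraries, which removed none. The comparisons were DkkMo against scrMo and scrMo against NT in each culture condition, DkkMo against NT and the combination against DRB in the tumours, and the interaction of DkkMo with culture condition and with DRB. Exact permutation tests for single genes were two-sided, with smallest possible p values of 0.1 for 3 against 3 and 0.0286 for 4 against 4.

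Gene lists for canonical Wnt targets and for the processes, cell types and markers that the paper discusses were written before the data were examined, since the members of the terms used in the paper are not printed there. The overlap of DE genes with Wnt targets was tested with Fisher's exact test, two-sided, with all genes tested as the background. All 19 lists were tested in each comparison with camera of limma, at an inter-gene correlation of 0.01, and adjusted over the 76 tests of the 4 comparisons of DkkMo-treated with control samples, or over the lists within each other comparison. The lists of hub genes and of stem cell markers are the paper's own. The genes named are those that the paper names from its sequencing data, the members of reported lists, and for each comparison the 3 largest rises and 3 largest falls among DE genes without overlap between the groups, predicted genes left out. This rule was set before the data were examined.

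Each result was computed again with no filter, with only the genes whose mean lies above the median gene, with only the groups compared in the model, without the trend, with each library centred on its median, with quantile normalization, on the log2 of the normalized count plus 1, with array weights, with the replicate number as a block, with other thresholds, with inter-gene correlations estimated for each list, and with each replicate left out in turn. Added after the data were seen were limma voom on the recovered reads, the 14 rows set aside, the similarity of each tumour to the cultures as a covariate, and NT in place of scrMo as the control. The test was also run on simulated data with known changes. The block used the replicate numbers of the labels, and the paper's text does not say whether cultures with the same number were handled together. It could not be used for the scrMo and NT cultures under nutritional stress, where 2 NT libraries carry the same number in their titles, or for the tumours, which are not paired. Gene coordinates, lengths and GC contents are from GENCODE for GRCm38. Figures and annotation tables were made with Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9.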

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

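The tests in this part were set before the results they measure were seen, except that NT in place of scrMo was chosen after the results were seen, and that histone genes missed in a first run of the poly(A) test were added after its result, which had the same outcome. Gene lists are those written before the data were examined, apart from the hub genes, which are the paper's.

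Within the groups of 4 tumours, 4 of 68 measures tested had one tumour far from the other 3, where chance gives 3.4. The value of Gprc6a was 13.14 in NT mouse 6A and between 11.1 and 11.4 in the others. In the same mouse 1101 of the listed genes had no reads, against 164 to 213 in the others. NT mouse 5A had a size factor of 3.24, against 0.853 to 1.17. The tumour of DRB mouse 20A had 85.3 M reads on listed genes, against 103 to 106 M in the others. The number of such measures is what chance gives, and no biological explanation was tested, since the mice of a group were treated alike.

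The effect of DkkMo against scrMo differed between the culture conditions for 613 genes, by a limma interaction test. Among the genes named here, the difference (nutritional stress minus log phase, log2) was -0.53 for Hsd17b4, -0.43 for S1pr2, 0.90 for Sox2, -2.51 for Txnip, -2.37 for Acta2, -2.17 for Cbr2, -2.10 for mt-Rnr2, -2.57 for mt-Rnr1, 1.36 for Parvg, 0.82 for mt-Ts1, 0.88 for Tmem132b and -3.58 for mt-Tp, all with an adjusted p below 0.05. Among the lists, the median difference was -0.14 for canonical Wnt targets, 0.15 for stress response genes, -0.64 for chemokines, -0.74 for interferon-stimulated genes, -0.50 for cell cycle genes, -0.31 for the hub genes of Fig. 2, -1.03 for mitochondrial tRNAs and -1.41 for mitochondrial mRNAs. These signs hold when the libraries are centred or quantile normalized. Of 32 arrangements of the treatment labels within culture conditions, 2 gave as many DE genes. These were the actual one and, with 662 genes, the same groups with the labels swapped in one condition, which measures the sum of the effects and is not another grouping. Of the 16 groupings 1, the actual one, gave as many, with at most 332 genes when the cultures of one condition were regrouped and 0 when both were. With NT in place of scrMo, 649 genes differed, of which 125 were among the 613. Against NT the interferon list moved the other way, with a median difference of 0.74, the mitochondrial mRNA list stood at -0.093, and the cell cycle list at -0.07. The design gives a biological explanation, a response to Dkk-1 blockade that depends on the culture condition, and a technical or morpholino-specific one, an effect of scrMo that differs between the conditions. For the mitochondrial mRNA list the value against NT is consistent with the latter. For the interferon list scrMo alone would leave a difference near 0 against NT, and DkkMo moved it against NT as scrMo did, with medians of -0.42 in log phase and 0.26 under nutritional stress, so that an effect of scrMo alone does not give the pattern. With 16 groupings no share under 0.05 is possible, so the pattern as a whole cannot be told apart from a random grouping by this count alone.

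In the tumours, the 23 hub genes of Fig. 6 fell more between the combination and DRB than between DkkMo and NT, with a median difference of -1.65 (adjusted p = 0.0170 from camera over 19 lists). The list was taken from the paper's own calls in these comparisons. No single gene passed the interaction test, with 853 at an unadjusted p below 0.05, and 100 of 100 arrangements of the labels gave at least as many DE genes as the actual one, which had to be so since its count is 0. By genes at an unadjusted p below 0.05, 16 of 100 gave as many, and by lists past the threshold 31 of 100. With inter-gene correlations estimated for each list in place of 0.01, the difference did not pass 0.05 even before adjustment. It cannot be told apart from the choice of the genes or the grouping of the tumours.

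The paper does not report a comparison of scrMo with NT by sequencing. In log phase 405 genes were DE between them, with median changes of -1.12 for interferon-stimulated genes, -0.42 for cell cycle genes, 0.53 for mitochondrial tRNAs, 0.29 for stress response genes, -0.11 for canonical Wnt targets and -0.11 for osteogenic genes. Under nutritional stress 734 genes were DE, with medians of 0.32 for interferon-stimulated genes, 1.07 for mitochondrial tRNAs, 1.45 for mitochondrial mRNAs and -0.12 for actin genes. The last was 0.0079 with quantile normalization, while the other signs held under each scaling. Of the DE genes, 91.1% in log phase and 95.2% under nutritional stress were called again after correction for gene length, 95.6% and 89.4% after correction for GC content, and 97.8% and 96.2% after thinning all libraries to the same depth. These corrections moved the fold changes of the DE genes by medians of at most 0.033, so that high shares were nearly given and do not rule out these explanations. Of the arrangements of the labels, 1 of 4 in log phase, those that part as many cultures of the same number, and 1 of 10 under nutritional stress gave as many genes, which is the actual one in each case. These designs cannot give a share under 0.05.

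Among the largest rises between scrMo and NT were those of the mitochondrial ribosomal RNAs. In this comparison mt-Rnr1 rose by 1.68 and mt-Rnr2 by 2.19 in log phase, and by 4.35 and 4.50 under nutritional stress. Mitochondrial rRNA and tRNA made up 3.25 to 3.68% of the reads in the scrMo libraries under nutritional stress, against 0.533 to 0.585% for NT and 0.579 to 0.631% for DkkMo. Less complete poly(A) selection of the scrMo libraries would raise other RNAs without a tail as well. The median change of 139 such genes, histone genes and small nuclear and nucleolar RNAs, was 0.020 in log phase and 0.068 under nutritional stress, against 0.55 and 1.09 for mitochondrial rRNA and tRNA genes, which is under the share set for the test. The 19 histone genes alone had medians of 0.14 and 0.20 and the 120 small RNA genes 0.011 and 0.051, and 105 of the 139 were higher under nutritional stress. The transformation compresses changes of genes with few reads, so that incomplete poly(A) selection did not account for the pattern by this test but is not excluded as a part of it. An effect of the scrambled morpholino itself may remain. The labels name no difference in handling between the groups and none could be tested, so it is not excluded. The splits of the labels address random grouping only.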

How the results depend on the processing

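All alternatives were set before the data were examined, except for voom on recovered reads, the rows set aside, the similarity covariate and the NT control, which were chosen after the results were seen, and the causes of the changes below were not tested. Of 207 values of the results that answer a comparison, under alternatives other than leaving out a replicate, 167 kept their direction and side of the threshold or stayed within 1.5-fold, 16 became weaker, 22 stronger and 2 reversed. Of 764 such values of single genes and lists, 662 did, 46 became weaker, 21 stronger and 35 reversed. With each replicate left out in turn, 122 of 136 and 638 of 688 values did. Omitting the filter could not change any result, since it removed no gene.

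For DkkMo against scrMo, 326 genes in log phase and 166 under nutritional stress became 199 and 107 among genes with a mean above that of the median gene, 1158 and 891 on the log2 of the normalized count plus 1, 1136 and 918 with voom, 137 and 441 with NT as the control, and 3890 and 3464 without the fold threshold. For scrMo against NT, 405 and 734 became 1320 and 2923 on that log2 count scale, 1345 and 2946 with voom, and 4365 and 7743 without the fold threshold, and 405 became 269 among genes above the median. The 613 genes of the culture interaction became 1553, 1501, 3673 and 394 under these 4 settings in the same order. The replicate block gave 316 genes in log phase, 168 under nutritional stress (166 of them shared), 406 for scrMo against NT in log phase and 616 for the interaction. Correlations between same-numbered cultures were -0.0586 to 0.00516 for DkkMo and scrMo under nutritional stress, -0.0393 to 0.112 for scrMo and NT in log phase and -0.17 for the only pair of scrMo and NT under nutritional stress.

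Between DkkMo and NT tumours, quantile normalization gave 1 DE gene in place of 0 (1554 at an unadjusted p below 0.05). For the combination against DRB, 926 genes became 522 among genes above the median, 1636 with only the groups compared, 471 with centred libraries, 1670 with array weights, 106 with the similarity covariate, which parts these groups by itself, 156 at an adjusted p below 0.01, and 0 with voom, where 2647 had an unadjusted p below 0.05. The interaction with DRB gave 1 gene with array weights. Centring moved the median of all genes from -0.54 to 0.11 between DkkMo and NT and from -0.71 to 0.33 between the combination and DRB, and quantile normalization moved it to 0.05 and 0.19. The split of 54 up and 872 down became 173 and 298 with centring and 285 and 440 with quantile normalization, so that the excess of falls depends in part on the scaling. The split of 144 up and 469 down in the culture interaction became 281 and 318 with centring, and that of 314 and 420 for scrMo against NT under nutritional stress became 243 and 524 with centring, 307 and 273 with quantile normalization and 1858 and 1065 on the log2 count scale.

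With each replicate left out, the number of DE genes ranged from 204 to 418 in log phase and from 147 to 194 under nutritional stress for DkkMo against scrMo, from 377 to 468 and from 682 to 806 for scrMo against NT, and from 463 to 736 for the culture interaction. In the tumours it ranged from 0 to 222 for DkkMo against NT (222 without NT mouse 5A), from 242 to 1086 for the combination against DRB and from 0 to 1 for the interaction. The p of the Wnt overlap in log phase ranged from 7.84e-04 to 0.0876, and under nutritional stress it stayed at 1. Lists past the threshold numbered 5 to 6 in log phase, 3 to 4 under nutritional stress, 1 to 5 for DkkMo against NT and 4 in each fit for the combination against DRB.

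Aldh1a1 kept its direction under every alternative run in each of the 4 comparisons, and its side of an adjusted p of 0.05 under all but 1 of them, voom between the combination and DRB, with -4.06 (adjusted p = 0.0559). In that comparison the adjusted p of the other alternatives, replicates left out included, ranged from 4.92e-04 to 0.0419. In the cultures the change did not pass 1.5-fold on the variance-stabilised scale and did so on the log2 count scale.

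With NT as the control, the p of the Wnt overlap became 1 in log phase and 0.364 under nutritional stress, with 0 and 1 upregulated genes on the list, fewer than expected in the first and more in the second. Of the genes followed under each alternative, those that reversed were S1pr2 (-0.18), mt-Rnr2 (0.87) and mt-Rnr1 (0.58) in log phase, and Sox2 (-0.69), mt-Ts1 (-0.74), mt-Tp (0.31), mt-Rnr1 (0.67) and mt-Rnr2 (1.08) under nutritional stress. The markers S100a10 (-0.39), Cd44 (-0.37) and Psmd4 (-0.26), which are outside that set, also changed sign under nutritional stress. The lists that reversed in log phase were Wnt targets (-0.020), stress response (0.090), interferon (-0.42), hub genes of Fig. 2 (-0.17) and mitochondrial tRNAs (0.36), and under nutritional stress stress response (0.045), cell death (0.11), chemokines (0.077), osteogenic (0.085), interferon (0.26) and mitochondrial tRNAs (0.26). In the interaction stress response (0.020), osteogenic (0.088), interferon (0.74) and mitochondrial mRNAs (-0.093) reversed by camera's direction. Lists past the threshold under nutritional stress numbered 2 in place of 4, and 1 when p was adjusted over the 19 lists of that comparison alone.

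In log phase 5 lists passed with an inter-gene correlation of 0.01, 8 did with quantile normalization, and 1 did with correlations estimated for each list. Between DkkMo and NT tumours 3 passed, 5 did when centred, and 0 did among genes above the median or with estimated correlations, where 1554 genes had an unadjusted p below 0.05. Between the combination and DRB 4 passed and 0 did with estimated correlations, where 3295 genes had one. Direction in this paragraph is that of camera, which can differ from the sign of the median. In DkkMo against NT, stress response reversed among genes above the median (-0.24), and T and natural killer cells (0.013), actin (-0.091) and housekeeping genes (0.13) did with array weights. With each tumour left out, the medians ranged from -1.43 to 0.33 for T and natural killer cells, from -0.41 to -0.11 for erythroid genes, from -2.22 to 0.056 for actin genes and from -2.91 to 0.15 for housekeeping genes, and all 4 reversed without NT mouse 7A, where the erythroid median was -0.23. For the combination and DRB, erythroid genes reversed with only the groups compared (-0.68), centred (0.36), with quantile normalization (0.17), on the log2 count scale (-0.67), and without DRB mouse 19A (-0.48) or 20A, with a range of -1.33 to -0.30 over the tumours left out, and cell death reversed without DRB mouse 14A, with a range of -2.09 to -0.42. Between scrMo and NT, quantile normalization reversed cell cycle genes (-0.015) and actin genes (0.0079) under nutritional stress and mitochondrial mRNAs (-0.11) in log phase, the latter also among genes above the median (-0.064).

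The spread of the replicates limits the tumour results more than those of the cultures. In simulated data, 4 of 100 genes changed 4-fold and 47 of 100 changed 64-fold were recovered between DkkMo and NT. A count of 0 therefore leaves room for many changes of moderate size. Changes of large size in many genes would have been called in part if genes vary independently, as in the simulation.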

Differences from the paper's values

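The paper's values are log2 fold changes with standard errors from its supplementary tables, and the values here are differences of the deposited variance-stabilised values. The paper's text gives the culture comparisons of its tables as DkkMo against scrMo. Across the listed genes, the tables' fold changes had Pearson correlations of 0.99996 and 0.99998 with those against NT, in log phase and under nutritional stress. Against scrMo the correlations were 0.42 and 0.35. The gaps of single culture genes below thus set unlike contrasts side by side. NT as the control, voom and the log2 ratio of mean normalized counts were chosen after the values were seen, and the other settings were fixed before the data were examined. A gap between log2 fold changes counts as closed when the signs are the same and the values differ by no more than the larger of the paper's standard error and the standard deviation of the replicates here.

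In log phase, the paper's value for Txnip is 2.05 and the value here was 2.78. The paper gives 1.78 for Acta2 against 2.43 here, 1.33 for Cbr2 against 2.18, 0.88 for mt-Rnr2 against -1.32, 0.59 for mt-Rnr1 against -1.10, -0.20 for S1pr2 against 0.13, -0.54 for Hsd17b4 against -0.23 and -0.80 for Cth against -1.07. None of the alternatives set before the data were examined closed these gaps. With NT as the control, chosen after the values were seen, the values were 1.91, 1.55, 1.13, 0.87, 0.58, -0.18, -0.46 and -0.60 in the same order. Each had the paper's sign and lay closer to its value, and all but those of Hsd17b4 and Cth lay within the paper's standard error. For Hsd17b4 the gap exceeded that standard error, 0.068, and the standard deviations of the DkkMo and NT cultures. For Cth it exceeded the paper's standard error of 0.14, so that only the spread of the replicates could close it. For Aldh1a1 the paper's value is -1.71 against -0.36 here. Of the alternatives set before the data were examined, only the log2 of the normalized count plus 1 closed the gap, with -1.97, and of the settings chosen after the values were seen, voom gave -2.04 and the log2 ratio of mean normalized counts between DkkMo and NT gave -1.72.

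Under nutritional stress, the paper's value for Tmem132b is 2.62 against 1.15 here, and of the alternatives set before the data were examined only the log2 of the normalized count plus 1 closed the gap, with 2.76, while the ratio of mean counts to NT, chosen after the values were seen, gave 2.62. The paper gives 1.10 for mt-Rnr2 against -3.42 here, 0.69 for mt-Rnr1 against -3.67, 0.41 for Parvg against 1.34 and 0.31 for mt-Tp against -3.82. None of the alternatives set before the data were examined closed these gaps. With NT as the control, chosen after the values were seen, the values were 1.08, 0.67, 0.30 and 0.31.

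In the tumours, the paper's value for Hsd17b4 between DkkMo and NT is -6.93 against -2.18 here. The log2 of the normalized count plus 1 gave -4.0, within the spread of the tumours, and no other alternative set before the data were examined closed the gap. The log2 ratio of mean normalized counts, chosen after the values were seen, gave -6.92. Between the combination and DRB, the paper's value for Pou3f3 is 7.23 against 3.29 here, and of the alternatives set before the data were examined the same one alone closed the gap, with 7.93, while the ratio of mean counts, a later choice, gave 7.14. For Faddos the paper gives 3.9 against 3.32 here, and centred libraries (4.35), quantile normalization (4.30) and the log2 of the normalized count plus 1 (4.06) closed the gap, while the model with only the groups compared did not, and the later ratio of mean counts gave 3.91.

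The paper's tables list 986 genes in log phase against 326 DE genes here. The paper's number has no fold threshold, and 273 of its genes exceed 1.5-fold, while 3890 genes passed here without a fold threshold. The log2 of the normalized count plus 1 gave 1158 with the fold threshold, the only alternative set before the data were examined within 1.5-fold of the paper's number, and voom, chosen after the values were seen, gave 1136, but neither applies the threshold of the paper's table. The paper counts 2387 genes under nutritional stress against 166 here, and leaving out the fold threshold, as in the paper's table, gave 3464, the only alternative run that closed the gap. An adjusted p below 0.05 against both scrMo and NT, chosen after the values were seen, held for 745 genes in log phase. Under nutritional stress it held for 1892. Both numbers lie within 1.5-fold of the paper's. The paper lists 796 genes between DkkMo and NT tumours against 0 here (1554 at an unadjusted p below 0.05), and none of the alternatives closed the gap. The fit without NT mouse 5A gave 222. Between the combination and DRB the paper counts 1849 genes against 926 here, and the model with only the groups compared (1636) and array weights (1670) closed the gap.

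Beyond these values, the paper reports a fall of Sox2 with DkkMo in both culture conditions, and here its change under nutritional stress was 0.29 against scrMo and -0.69 against NT, the latter a comparison chosen after the values were seen. The paper reports a fall of S1pr2, which here was -0.30 under nutritional stress and 0.13 in log phase. Aldh1a1, Hsd17b4, Setd7 and Nsd1 are DE in the paper between DkkMo and NT tumours, and here their adjusted p values were 0.273, 0.453, 0.590 and 0.273. In the fit without NT mouse 5A the adjusted p of Nsd1 was 0.0207. In the paper Hsd17b4 and Setd7 are DE between the combination and DRB as well, and here their adjusted p values were 0.0904 and 0.0822, and that of Setd7 was 0.0374 with only the groups compared. The paper ranks Arpc2 as the most downregulated transcript in both tumour comparisons. The paper's own values do not place it first between DkkMo and NT. They are -6.55 for Arpc2, -7.26 for Naa15, -7.16 for Nsd1 and -6.93 for Hsd17b4. Here Arpc2 ranked 76 and 287 in the 2 comparisons, with adjusted p values of 0.342 and 0.0617. With only the groups compared the latter was 0.0216, and it was 0.0490 without DRB mouse 20A.

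The paper's marker table gives S100a10, Cd44 and Psmd4 as downregulated under nutritional stress, and here they changed by 0.61, 0.24 and 0.28, with adjusted p values of 3.42e-04, 0.0458 and 0.0117. Against NT, chosen as the control after the values were seen, they changed by -0.39, -0.37 and -0.26, with adjusted p values of 0.006, 0.00118 and 0.00935, the direction of the paper's table. It gives Abca5 as downregulated and Tert as upregulated by DkkMo in the presence of DRB, and here they changed by -2.61 (adjusted p = 0.101) and -1.0 (adjusted p = 0.447). The paper describes scrMo as without effect in vitro, and here 405 genes in log phase and 734 under nutritional stress were DE between scrMo and NT. The paper reports from its pathway analysis that genes of necrosis and apoptosis rose in the tumours with DkkMo. The cell death list here had medians of -1.43 and -1.37, where the medians of all genes were -0.54 and -0.71. Both list medians were closer to no change with centred libraries. Genes of the list were not signed by whether they promote or inhibit death, so the list does not test the paper's pathway call. The paper finds terms for T cells, macrophages and erythrocytes between DkkMo and NT tumours, and the marker lists here had adjusted p values of 0.51, 0.369 and 0.853. Stress response and cell death lead the paper's terms in both culture conditions. Here the cell death list had adjusted p values of 0.424 and 0.276 from camera, and the stress response list 5.84e-04 and 0.853. The paper's terms rest on enrichment among DE genes, which is an unlike test. Camera tests for a shift of a list in one direction, in which rises and falls offset each other. Under nutritional stress, DE stress response genes went both ways, so a large p from camera does not contradict the paper's terms.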

Other observations

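The tests below of the authors' normalization, of fewer tumour cells, of the relation of DkkMo to the similarity of tumours with cultures, of scrMo on the cell cycle and interferon lists, of summed rows, of paralogs, of genomic DNA and of the control behind the paper's fold changes were chosen only after the result was seen.

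Of the DE genes between DkkMo and scrMo, 90.8% in log phase and 94.6% under nutritional stress were called again after correction for gene length, 90.8% and 94.0% after correction for GC content, and 97.5% and 93.4% after thinning all libraries to 25.9 M reads, and these corrections moved the fold changes of the DE genes by medians of only 0.0069 to 0.031 (log2), so that a high share was nearly given and does not rule out any of the 3. Among arrangements of the labels that part as many cultures of the same number, 1 of 4 gave as many DE genes in each culture condition, the actual one, and 1 of 4 gave as small a p for the Wnt overlap in log phase and 4 of 4 under nutritional stress. In log phase 2 of 4, and under nutritional stress 1 of 4, gave as many lists past a p adjusted within the comparison. With 4 arrangements no share under 0.05 is possible, so the differences cannot be told apart from a random grouping of the cultures by this count alone.

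An effect of scrMo itself would leave DkkMo against scrMo changed where DkkMo against NT is not. Of the 326 DE genes in log phase, 19.9% changed in the same direction with an adjusted p below 0.05 against NT, and of the 166 under nutritional stress, 45.2% did. Between scrMo and NT, 89.3% of the former and 80.7% of the latter moved the opposite way. These values are consistent with a contribution of scrMo to many of the differences, although the scrMo values enter both contrasts, which favours opposite signs by itself. The interferon list, with a median of 0.54 against scrMo, stood at -0.42 against NT, in line with an effect of scrMo, although the list fell with DkkMo as well, and by less than the -1.12 of scrMo against NT. The cell cycle list kept its direction against NT, at 0.14 with 36 of 38 genes higher, so that scrMo accounted for part of its size and not for its sign. An effect common to both morpholinos would not give this rise, since scrMo lowered the list against NT, with a median of -0.42. Dkk-1 blockade cannot be told apart from other effects of the DkkMo sequence, since both would arise in the same cultures.

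Among tumours given the combination or DRB, no arrangement of the 8 tumours other than the actual one gave any DE gene (1 of 35 gave as many). For DkkMo and NT all 35 of 35 gave as many, since the actual count is 0, and 4 of 35 gave as many genes at an unadjusted p below 0.05 as the 1554 of the actual one. For the lists past a p adjusted within the comparison, 2 of 35 and 13 of 35 arrangements gave as many, respectively.

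The technical explanations tested for the 926 DE genes between the combination and DRB were not settled. After correction for gene length 40.1% of them were called again, and after correction for GC content 41.6%. These corrections also moved the fold changes of these genes by medians of 0.96 and 0.94 (log2), and centring alone, without either, left 352 of the 926, so that the drop does not point to gene length or GC content as such. With centred libraries the share of upregulated genes rose by 30.9 percentage points, with 298 of 471 still lower. Centring shifts all genes of a library alike, so this change is built in and does not show that the authors' normalization caused the differences. With the similarity of each library to the cultures as a covariate 11.2% were called again. This covariate comes from the same values and parts the groups completely, at -0.00885 to 0.241 with DRB and -0.172 to -0.125 with the combination, so that the adjustment takes out the effect of treatment as well and does not point to a technical cause. Thinning to 26.9 M reads left 95.5%, with a median shift of only 0.018, which does not rule out a part of the lower depth with DkkMo. If fewer tumour cells with other cells in their place were the cause, housekeeping genes would hold their level. Their median was -4.88, but only 4 of 17 had a value, so the test could not decide. A biological effect of DkkMo, the explanation the design gives, cannot be told apart from these.

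The similarity of the tumours to the cultures was tested as a mark of DkkMo treatment. Among the 8 tumours without DkkMo, 6 lay above all 8 with DkkMo, while 2 lay within or below their range, so that treatment did not fully separate the libraries, although the groups differed (exact permutation test, two-sided, p = 0.00466). The medians were -0.146 with DkkMo and 0.0303 without. The difference in depth follows the same grouping and was not separated from it.

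The last 14 rows of the culture table hold far higher values in 16 libraries than in the other 2. The lowest value of these rows in the 16 libraries was 2.05 times the lowest value of the table, which is consistent with each value being a sum of 2 transformed values. These rows were left out, and with them the number of DE genes changed by less than 1.5-fold in each comparison.

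In the tumours, Trim30a and its paralog Trim12c had nearly the same number of reads in every library, with a largest difference of 5.38%, in line with reads shared between paralogs. Together they may then stand for one set of reads, which took up to 30.9% of a library's reads for each gene, in a DRB tumour. Gm10800 and Gm10801 differed by at most 3.49%.

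The tumour table lists 262 genes of sensory receptors, of which 4 are listed for the cultures, and 83.6 to 98.5% of them had reads in each tumour. Reads from genomic DNA would tie counts to exon length. The median correlation across genes of reads with exon length was 0.198 in the tumours, with a range of 0.148 to 0.282, and between 0.185 and 0.259 in the cultures. It was above every culture in the DRB tumours, with 0.262 to 0.282, and in NT mice 1A and 7A, with 0.266 and 0.265. The median did not reach the value set for the test. Those 6 tumours were also the ones most similar to the cultures, with correlations of -0.00885 to 0.458. The test therefore cannot decide whether they hold such reads. No biological explanation was tested.

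The fold changes in the paper's tables of cultured cells were compared with log2 ratios of mean normalized counts against each control. Against NT the median difference was 5.51e-04 in log phase and 5.47e-04 under nutritional stress, while against scrMo it was 0.20 and 0.30. Of 985 genes in log phase and 1996 under nutritional stress, 273 and 748 had the opposite sign against scrMo, and 0 and 0 against NT. These values argue against scrMo as the control of the listed fold changes and are those of fold changes computed against NT. The p values do not point to one control alone. On the scale of normalized counts, 99% of the listed genes in each table had a p below 0.05 against scrMo. Against NT, 99.7% and 99.8% did. Of all genes, 34.9% and 32.2% did against scrMo and 22.2% and 49.7% against NT. Nearly all listed genes thus passed against both controls. On the deposited values, 745 genes in log phase and 1892 under nutritional stress had an adjusted p below 0.05 against both.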
